# DDX17 modulates the expression and alternative splicing of genes involved in apoptosis and proliferation in lung adenocarcinoma cells

**DOI:** 10.7717/peerj.13895

**Published:** 2022-09-21

**Authors:** Cheng He, Gan Zhang, Yanhong Lu, Jingyue Zhou, Zixue Ren

**Keywords:** DDX17, Transcriptome, LUAD, Apoptosis, Proliferation

## Abstract

**Background:**

The DEAD-box RNA-binding protein (RBP) DDX17 has been found to be involved in the tumorigenesis of many types of cancers. However, the role of DDX17 in lung adenocarcinoma (LUAD) remains unclear.

**Methods:**

We silenced DDX17 expression in A549 LUAD cells by small interfering RNA (siRNA). Cell proliferation and apoptosis assays were performed to explore the functions of DDX17. Knockdown of DDX17 by siRNA significantly inhibited proliferation and induced apoptosis in A549 cells. We used high-throughput RNA sequencing (RNA-seq) to identify differentially expressed genes (DEGs) and alternative splicing (AS) events in DDX17 knockdown LUAD cells.

**Results:**

DDX17 knockdown increased the expression levels of proapoptotic genes and decreased those of proproliferative genes. Moreover, the DDX17-regulated AS events in A549 cells revealed by computational analysis using ABLas software were strongly validated by quantitative reverse transcription–polymerase chain reaction (RT–qPCR) and were also validated by analysis of The Cancer Genome Atlas (TCGA)-LUAD dataset. These findings suggest that DDX17 may function as an oncogene by regulating both the expression and AS of proliferation- and apoptosis-associated genes in LUAD cells. Our findings may offer new insights into understanding the molecular mechanisms of LUAD and provide a new therapeutic direction for LUAD.

## Introduction

Lung cancer remains the leading cause of cancer-related death worldwide (Sung et al., 2021). Non-small-cell lung cancer (NSCLC) accounts for approximately 85% of all lung cancers, and lung adenocarcinoma (LUAD) is the most common type of NSCLC. Recently, progress has been made in understanding the molecular mechanisms of lung cancer, which is critical for lung cancer therapy. For example, the epidermal growth factor receptor (EGFR) signaling pathway plays an important role in cell growth, proliferation and survival (Sibilia et al., 2007). The Iressa Pan-Asia Study (IPASS) showed that EGFR tyrosine kinase inhibitors (EGFR-TKIs) significantly prolonged the survival of NSCLC patients harboring EGFR mutations, a finding that revolutionized the treatment of lung cancer (Chan & Hughes, 2015). Tumor immune escape is an important mechanism promoting tumor development (Liu et al., 2020). Programmed death ligand 1 (PD-L1), a molecule in the B7 family, has been implicated in tumor immune escape. Immunotherapies for lung cancer, such as PD-1/PD-L1 monoclonal antibodies, are currently a clinical research focus. Despite remarkable and promising progress in treatments for lung cancer, such as targeted therapy and immunotherapy, the survival rate of patients with lung cancer at 5 years after diagnosis is approximately 20% in most countries (Sung et al., 2021). Therefore, new strategies to improve clinical outcomes for NSCLC patients must be explored.

Increased attention has been given to the role of RNA-binding proteins (RBPs) in carcinogenesis (Pereira, Billaud & Almeida, 2017). RBPs can regulate every aspect of RNA biology, including transcription, splicing, modification, and translation, all of which influence gene and protein expression (Gebauer et al., 2021). Therefore, minor changes in RBPs may lead to significant alterations in gene expression, which can be a cause of human diseases, including cancer. Many studies have demonstrated that RBPs can act as either tumor suppressors or oncogenes in lung cancer (Bitaraf et al., 2021; Shen et al., 2020; Sarkar & Ghosh, 2016).

DEAD-box RNA helicase 17 (DDX17), a DEAD-box RNA helicase, is an RBP that participates in DNA repair, histone modification and microRNA (miRNA) regulation (Kao et al., 2019; Wu, 2020). DDX17 can recognize and directly bind specific regions in its target RNAs and remodel their structures (Ngo, Partin & Nam, 2019). DDX17 is involved in several cell signaling pathways that are crucial for survival and apoptosis by regulating gene expression and oncogenesis (Sarkar & Ghosh, 2016). Posttranslational modification of DDX17 may lead to transcriptional activation of cancer stemness-related genes (Wu, 2020). Aberrant DDX17 expression has been found in hepatocellular carcinoma (HCC), colon cancer, glioma and lung cancer (Xue et al., 2019; Shin et al., 2007; Luo et al., 2020; Li et al., 2017a).

In addition, alternative splicing (AS), a posttranscriptional modification process, plays a crucial role in the production of diverse mature messenger RNA (mRNA) transcripts (Peng et al., 2021). It is currently believed that the expression of approximately 95% of human genes is regulated by AS (Le et al., 2015). In addition, accumulated evidence indicates that abnormal AS events (ASEs) frequently occur during the progression and development of many cancers, including LUAD (Deng et al., 2021; Bonomi et al., 2013; Coomer et al., 2019). DDX17 can regulate AS of PXN-AS1 in HCC to promote tumor metastasis (Zhou et al., 2021). However, the regulatory role of DDX17 in gene expression and AS in LUAD is incompletely defined.

To study the potential function of DDX17 in regulating gene expression and AS, which might be related to LUAD, we obtained DDX17-regulated transcriptomes in human LUAD cells (A549 cells) by RNA sequencing (RNA-seq). Comparative transcriptome analysis revealed that knockdown of DDX17 led to extensive changes in gene expression profiles and ASEs in A549 cells that were confirmed in The Cancer Genome Atlas (TCGA)-LUAD dataset. These findings support the hypothesis that DDX17 may play a role in LUAD by regulating the expression and AS of genes associated with apoptosis and cell proliferation. Therefore, a further understanding of the role and mechanism of action of DDX17 may provide new therapeutic strategies for LUAD patients.

## Material and Methods

All small interfering RNA (siRNA) duplexes were purchased from Gemma (Suzhou, China). The siRNA sequences were as follows: Nontargeting control siRNA (siNegative), 5′-UUCUCCGAACGUGUCACGUTT-3′ (sense); siRNA targeting DDX17 (siDDX17-3), 5′- GCACCCAUCCUUAUUGCUATT -3′ (sense).

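The sense strand of each siRNA, without its overhang and with U written as T, was matched to the GRCh38 genome and to the transcripts of GENCODE release 44. The DDX17 siRNA, GCACCCATCCTTATTGCTA, had 1 exact match in the genome, on the minus strand of chromosome 22 from 38492080 to 38492098. This position lies in exon 11 of the 13 exons of DDX17-203, the canonical transcript of DDX17, and covers codons 469 to 475 of the coding sequence. In this transcript of 4761 bases the site occupies bases 1479 to 1497, preceded by ACTTAATGAGTTCCGTTCTGGAAAG and followed by CAGATGTAGCCTCCCGTGGGCTAGA. The site is present in 5 of the 10 DDX17 transcripts of that release, and in the transcripts of 1 gene, DDX17 itself. The control siRNA, TTCTCCGAACGTGTCACGT, had 0 exact matches in the genome. Shorter matches to bases 2 to 8 of a strand, the seed with which small RNAs pair to mRNAs, were counted in the 3' UTRs of the 12987 genes measured by RNA-seq whose canonical transcript has a 3' UTR of at least 30 bases. The 7-base match to the antisense strand of the DDX17 siRNA, TATTGCT, was present in 1882 of these genes, and the match to the sense strand of the control siRNA, TCGGAGA, in 277.

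**Figure D1:**
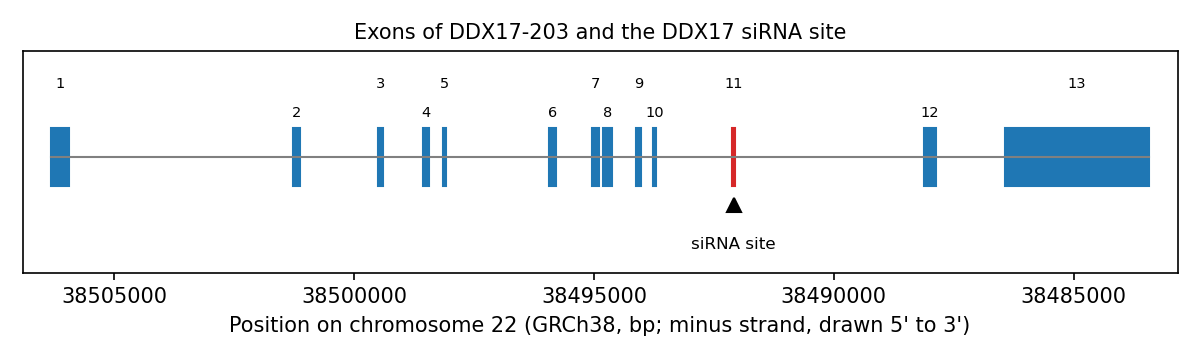
Exons of DDX17-203 along chromosome 22 of GRCh38 in base pairs, drawn in the direction of transcription on the minus strand. Boxes are the 13 exons to scale, the line stands for the introns, exon 11 is red, and the triangle marks the siRNA site from 38492080 to 38492098.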

### Cell culture and transfection

Human A549 lung adenocarcinoma cells were obtained from the China Center for Type Culture Collection (CCTCC; Wuhan, China). The identify of cell line was authenticated (STR, Isoenzymatic Assay, PCR). We cultured the A549 cells with 10% fetal bovine serum (FBS) in minimal essential medium (MEM). The cells were maintained at 37 °C under 5% CO2 and were treated with 100 µg/ml streptomycin and 100 U/ml penicillin. Then the siRNA was transfected into the A549 cells with Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) per the manufacturer’s instructions. After 48 h of transfection, cells were harvested for reverse-transcription quantitative PCR (RT–qPCR) analysis.

### Assessment of gene expression

Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as an internal control. We synthesized the cDNA using standard methods, and we performed the RT-qPCR analysis on the Bio-Rad S1000 using the Bestar SYBR Green RT-PCR Master Mix (DBI Bioscience, Shanghai, China). Detailed primer sequences are listed in Table 1. Using GAPDH as a normalization factor, transcript expression was normalized and calculated by the 2-ΔΔCT method (Livak & Schmittgen, 2001). Statistical comparisons were made using paired Student’s *t* test in GraphPad Prism 7.0 software (Graphpad Prism software; GraphPad, San Diego, CA, USA).

### Cell proliferation assay

Cell proliferation was examined using a Cell Counting Kit-8 (CCK-8; Dojindo, Co., Shanghai, China). In brief, A549 cells were seeded at a density of 6000 cells/well in 96-well culture plates. Cell-free wells were used as blank controls (blank), and cells treated with an equal volume of phosphate-buffered saline (PBS) were used as controls (control). After 24, 48 and 72 h of siRNA transfection, CCK-8 solution (20 µl) was added to the culture medium and incubated for an additional 3 h. Finally, the OD450 values were measured with a PerkinElmer EnVision plate reader. The cell proliferation rate was calculated according to the following formula: proliferation rate = (experimental OD value − blank OD value)/(control OD value − blank OD value) × 100%.

**Table 1:** Primers sets; related to the experimental procedures.

Gene	Primer	Sequence (5′–3′)	Related figures
GAPDH	Forward	GGTCGGAGTCAACGGATTTG	Fig. 2A
	Reverse	GGAAGATGGTGATGGGATTTC	
DDX17	Forward	GGGTACCGCCTATACCTTCT	Fig. 2A
	Reverse	TGTTGGCTGAAGAAGTGGTC	

**Notes.**

RT–qPCR primers used for gene expression verification.

### Annexin V apoptosis assay

An Annexin V-fluorescein isothiocyanate (FITC) and propidium iodide (PI) detection kit (Shanghai Yeasen Corporation, Shanghai, China) was used to detect apoptosis according to the manufacturer’s instructions. Specifically, A549 cells were cultured in six-well plates for 24 h and were then transfected with siRNA for 24, 48, or 72 h. Cells were treated with an equal volume of PBS as a control. The treated and control cells were mixed gently, and 5 µl of Annexin V-FITC reagent and 10 µl of 20 µg/ml PI reagent were then added and incubated at room temperature for 10–15 min in the dark. Following incubation, 400 µl of PBS was added. Flow cytometric analysis was used to detect apoptosis within 1 h. Flow cytometric analysis was used to detect apoptosis within 1 h. Cells positive for Annexin V-FITC or negative for PI fluorescence were considered apoptotic cells.

### Acquisition of RNA-seq data from TCGA

For RNA-seq, LUAD gene-level expression data (526 tumor samples and 59 normal samples) from TCGA were downloaded from the UCSC Xena hub (http://xena.ucsc.edu). Splice junction data in BED format for 518 LUAD tumor and 59 normal samples from TCGA were downloaded from the Genomic Data Commons (GDC) portal for identification of ASEs (Kahles et al., 2018).

### RNA extraction and sequencing

A Total RNA Extractor TRIzol (Ambion, Life Technologies, Carlsbad, CA, USA) was used to extract total RNA. RQ1 DNase (Promega, Madison, WI, USA) was used to remove any remaining DNA from the total RNA. RNA quality and quantity were assessed by measuring the absorbance ratio at 260 nm/280 nm (A260/A280) using a Nanodrop One spectrophotometer (Thermo Scientific, San Jose, CA, USA). 1.5% Agarose gel electrophoresis was performed to ensure RNA integrity.

For each sample, 1 µg of total RNA was used as the input material for RNA-Seq library preparation using a Kapa Stranded mRNA-seq kit (KAPA Biosystems, Wilmington, MA, USA) according to manufacturer’s instructions. We purified the polyadenylated mRNAs using VAHTS mRNA capture Beads (N401-01) and digested in fragmentation buffer. The fragmented mRNA was converted into double-stranded cDNA which was then subjected to end repair, poly(A) tailing and ligation with a KAPA Unique Dual-Indexed Adapter Kit (KAPA Biosystems, Wilmington, MA, USA). After ligation, the cDNA was sheared to fragments (300–500 bp). Finally, the DNA fragments were amplified, purified, quantified, and stored at −80 °C until used for sequencing. As the second strand of cDNA is synthesized, dTTP is replaced with dUTP, which quenches the second strand during amplification. The libraries were prepared and were run on the Illumina Novaseq 6000 system to generate 150-bp paired-end reads following the manufacturer’s instructions.

### Cleaning and alignment of raw RNA-seq data

To start, we discarded any raw read containing more than N bases. Then we used the ASTX-Toolkit (Version 0.0.13) to removed adaptors from raw sequencing reads and trimmed low-quality bases. Short reads containing fewer than 16 nt were discarded. Subsequently, clean reads were mapped to the GRCh38 genome by TopHat2, allowing no more than four mismatches (Kim et al., 2013). Based on uniquely mapped reads, read numbers and fragments per kilobase of transcript per million fragments mapped (FPKM) values were calculated for each gene (Trapnell et al., 2010).

### Analysis of differentially expressed genes (DEGs)

The analysis of DEGs was performed with the R Bioconductor package edgeR (Robinson, McCarthy & Smyth, 2010). The cutoff criteria for identifying DEGs were set as a *p* value <0.01 and a fold change>1.5 or <2/3.

To increase the statistical power, experiments were performed in three biological replicates. The statistical power of this experimental design, calculated in RNASeqPower (https://doi.org/doi:10.18129/B9.bioc.RNASeqPower) is 1 (Table S1).

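The biological coefficient of variation, which is the relative spread between cultures of a group beyond the counting noise of the reads, was estimated with edgeR from the deposited counts of the 6 libraries. Its common value over 15615 genes was 0.0754. Without the first control library it was 0.0472, and without each of the other 5 libraries in turn it lay between 0.0685 and 0.0850. Power was then computed with the formula of RNASeqPower at an alpha of 0.05 and 3 libraries per group. For a gene at the median depth of 420.8 reads per library, the power was 0.9998 for a fold change of 1.5 and 1 for a fold change of 2. For a gene at the 5th percentile of depth, 13.7 reads per library, it was 0.424 for a fold change of 1.5 and 0.856 for a fold change of 2. When no low-count filter was applied, the median gene had 14.3 reads per library and the power for a fold change of 2 was 0.870. That power used the common value of 0.0761, whereas the values fitted to depth had a median of 0.182 without the filter, so it is too high for many genes. All these powers are for an unadjusted alpha. They do not describe calls at an adjusted p under 0.05 and an absolute log2 fold change over 1.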

### Analysis of AS

The ABLas pipeline was applied to define and quantify the ASEs and regulated ASEs (RASEs) between the samples according to previously described methods (Jin et al., 2017a; Xia et al., 2017). In brief, ten types of ASEs were identified by the ABLas pipeline on the basis of the splice junction reads: exon skipping (ES), alternative 5′ splice site selection (A5SS), alternative 3′ splice site selection (A3SS), intron retention (IR), mutually exclusive exons (MXE), mutually exclusive 5′UTRs (5pMXE), mutually exclusive 3′UTRs (3pMXE), cassette exon (CassetteExon), A3SS&ES and A5SS&ES.

For analysis of RBP-regulated ASEs, Student’s *t* test was applied to evaluate the significance of the alteration ratio of ASEs. A false discovery rate (FDR) of 0.05 was set as the significance cutoff.

### Validation of DEGs and ASEs by RT–qPCR

To confirm the results of RNA-seq-based identification of DEGs in A549 cells, some DEGs were selected for verification by RT–qPCR. Information on the primers is shown in File S3. A549 cells transfected with DDX17 siRNA were harvested after 48 h for RT–qPCR analysis. cDNA was synthesized from RNA using M-MLV Reverse Transcriptase (Vazyme). RT–qPCR was carried out on a StepOne RealTime PCR System using HieffTM qPCR SYBR^®^ Green Master Mix (Low Rox Plus; Shanghai Yeasen Corporation, Shanghai, China). The thermal cycling conditions used for PCR were as follows: denaturation at 95 °C for 5 min, followed by 40 cycles of denaturation at 95 °C for 15 s and annealing and extension at 60 °C for 30 s. PCR amplification was performed in triplicate for each sample. The RNA expression levels of all genes were normalized to the expression level of GAPDH.

### Functional enrichment analysis

The biological functions of DEGs were comprehensively detected by Gene Ontology (GO) term and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis using KOBAS 2.0 server (Xie et al., 2011). Hypergeometric test was used to test enrichment for each term and false discovery rate (FDR) procedure was used to correct *p* values.

## Results

### Knockdown of DDX17 inhibits the proliferation and promotes the apoptosis of tumor cells

A CCK-8 assay was performed to evaluate cell proliferation. Compared to transfection with the control vector, siRNA knockdown of DDX17 significantly inhibited the proliferation of A549 cells (Fig. 1A). In addition, apoptosis analysis showed that DDX17 knockdown led to a marked increase in the apoptosis rate in A549 cells (Fig. 1B).

**Figure 1:**
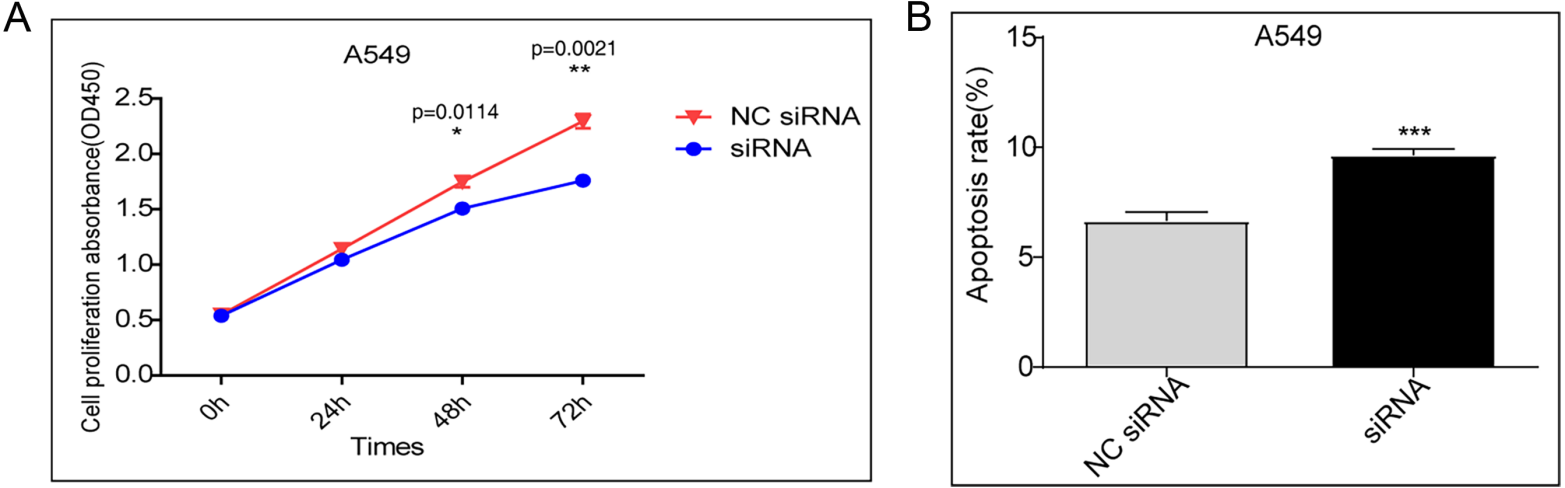
(A) A549 cells were transfected with the control vector or DDX17 knockdown plasmid. A CCK-8 assay was performed to examine cell viability at 24, 48, and 72 h. (B) Effect of DDX17 knockdown on apoptosis regulation in A549 cells. Apoptosis was detected by an Annexin V-FITC/PI flow cytometric apoptosis assay. ^∗∗∗^*p* < 0.001.

### DDX17 regulates the transcriptome in A549 cells

To examine DDX17-mediated transcriptional regulation in A549 cells, we constructed six cDNA libraries with three biological replicates each from DDX17 knockdown and control cells, which were subjected to RNA-seq analysis. 

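A549 is an established human lung adenocarcinoma cell line. Polyadenylated RNA from 3 cultures transfected with the nontargeting siRNA (siCtrl) and 3 cultures transfected with the DDX17 siRNA (siDDX17) was sequenced in stranded libraries, 1 per culture. The methods give a harvest 48 h after transfection for RT-qPCR, and the paper's text names no other time for the RNA-seq cultures. The authors trimmed the reads, mapped them to GRCh38 with TopHat2, and counted the uniquely mapped reads of each gene. They deposited these raw counts and the FPKM values for each library, without pooling replicates. The paper's text does not name the counting program, the annotation version or whether the strand was used, so the counts of overlapping, antisense and near-identical genes are uncertain. The counts of siCtrl 1, 2 and 3 summed to 34399256, 30658136 and 39182371 reads, with a median of 34399256. Those of siDDX17 1, 2 and 3 summed to 36915297, 35406246 and 36515289 reads, with a median of 36515289. Table S1 of the paper lists lower numbers of unique tags, 33209195, 30054289 and 34849484 in siCtrl and 34855399, 34240551 and 35168057 in siDDX17. The values given here use the count totals. The same table has a column DUP with 86.6% to 88.9% and defines neither column. If DUP is the share of duplicate reads, the totals overstate the number of independent molecules. The 10 most abundant genes took 14.6% to 15.4% of the reads in siCtrl and 12.42% to 12.96% in siDDX17. Counts were scaled with the TMM method of edgeR, and the 15615 of 29476 genes that passed its expression filter were tested for a difference between the groups with its quasi-likelihood test and Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 1, the limits that the genes of the paper's table of DEGs meet, whereas the methods state a p under 0.01 and a fold change of 1.5. Levels are given below as CPM, the count scaled by the TMM library size, with the SD over 3 libraries, and positions as annotated in GENCODE release 44, which need not be the release that the authors used.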

DDX17 was knocked down by siRNA and quantified by RT–qPCR.

**Figure 2:**
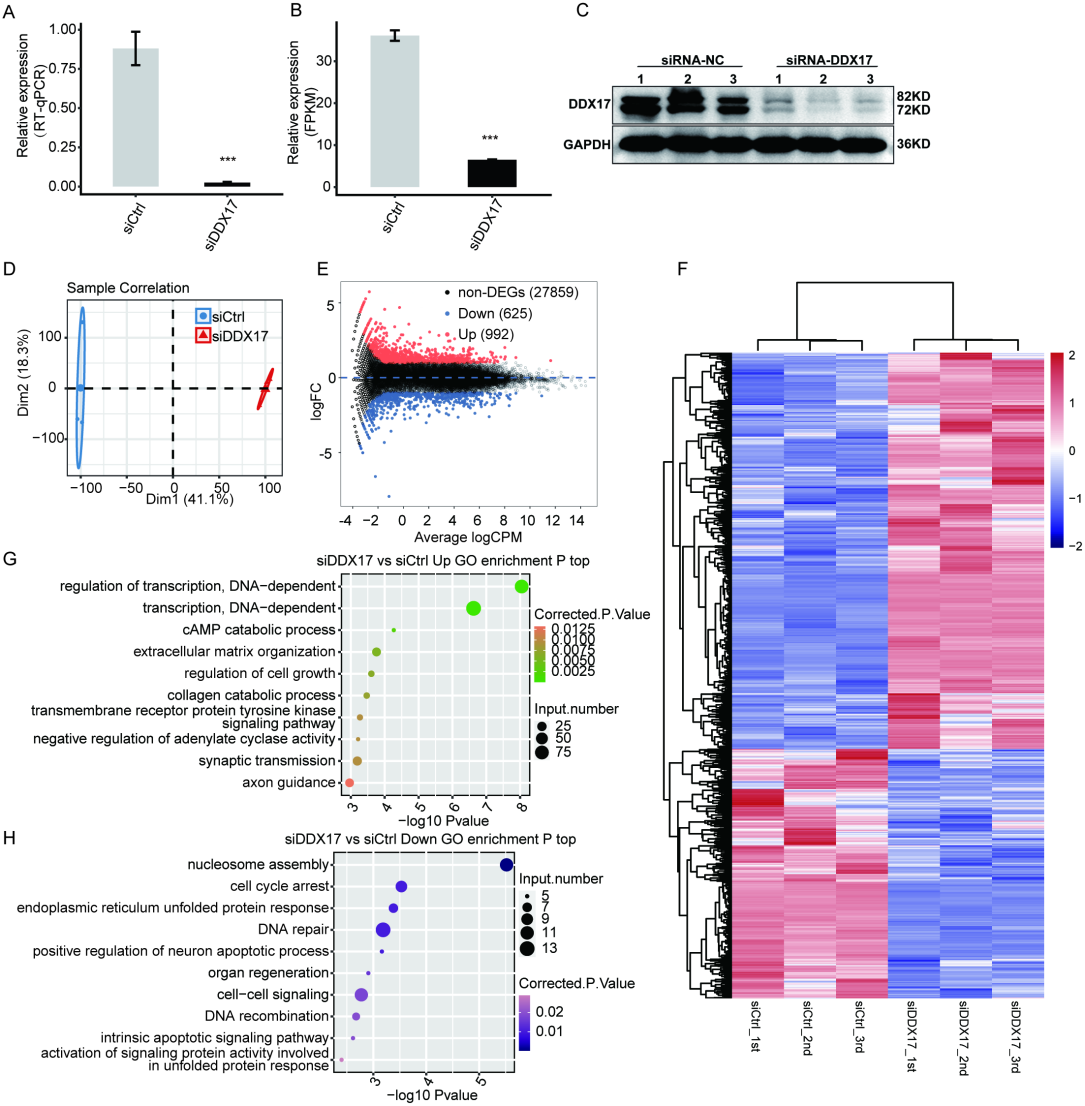
DDX17 regulates the transcriptome in A549 cells. DDX17 expression was quantified by RT–qPCR (A), RNA-seq (B), and Western blot (C) analyses. Original blots are presented in Fig. S1. ^∗∗∗^*p* < 0.001. (D) PCA of the two groups of samples based on normalized gene expression levels. (E) Identification of DDX17-regulated genes. In the MA plot, upregulated genes are labeled in red, whereas downregulated genes are labeled in blue. (F) Hierarchical clustering of DEGs in control and DDX17 knockdown samples. The FPKM values for each gene were log2-transformed and then median-centered. (G–H) Top 10 representative GO biological processes enriched with up- or downregulated genes.

As shown in Fig. 2A, the expression of DDX17 was significantly reduced in A549 cells transfected with the targeting siRNA. Effective DDX17 knockdown was further confirmed by RNA-seq analysis and western blotting (Figs. 2B, 2C; Fig. S1). 

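DDX17 (ENSG00000100201.18) lies on the minus strand of chromosome 22 from 38483438 to 38507660. Its level was 177, 184 and 206 CPM in siCtrl 1, 2 and 3, and 32.1, 30.8 and 30.4 CPM in siDDX17 1, 2 and 3. The log2 fold change was -2.60 (standard error 0.0685, adjusted p = 5.89e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a level 83.5% lower in the DDX17 knockdown group. Each knockdown library was below each control library, for which an exact two-sided permutation test gives p = 0.1, the smallest p that 3 libraries against 3 allow. The log2 fold change stayed between -2.66 and -2.54 when each library was left out in turn, and its smallest size under another setting was -2.30, on the log2(FPKM + 1) scale. DDX5 (ENSG00000108654.11, chromosome 17, 64498254 to 64508199), a paralog with which reads could be shared where the sequences are identical, had 403 ± 20.1 CPM in siCtrl and 373 ± 16.0 CPM in siDDX17 (SD, n = 3). Its log2 fold change of -0.11 (standard error 0.0594, adjusted p = 0.142 from the same edgeR test) did not pass the threshold, with overlapping groups, and it changed sign to 0.01 when libraries were scaled by their size only and to 0.02 on the log2(FPKM + 1) scale. The 3' UTR of DDX5 carries TATTGCT, the seed match of the DDX17 siRNA. The paper concludes from RT-qPCR, RNA-seq and western blotting that the knockdown was effective.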

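Principal components were computed over the 15615 tested genes from centred, unscaled log2 CPM values with a prior count of 2. The first component held 68.5% of the variance and the second 11.96%. On the first component the siCtrl libraries scored between 32.6 and 34.3 and the siDDX17 libraries between -33.7 and -33.6, so the distance between the groups far exceeded the spread within them. On the second component siCtrl 1 scored 27.6, apart from siCtrl 2 at -11.2 and siCtrl 3 at -16.9, while the siDDX17 libraries lay between -2.19 and 2.32. The setting that moved the share of the first component most was the use of all genes with no low-count filter, which gave 42.7%. When each library was left out in turn, this share was between 66.7% and 71.7%.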

Principal component analysis (PCA) showed that the DDX17 siRNA group was obviously separated from the control group (Fig. 2D).

The DEGs, namely, 992 upregulated genes and 625 downregulated genes, are visualized in an MA plot (Fig. 2E). 

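In the deposited counts, 726 genes were called upregulated and 456 downregulated of the 15615 tested, so 61.4% of the called genes were upregulated. For 1154 of these 1182 genes every siDDX17 library lay on the same side of every siCtrl library, as did 56.5% of all tested genes. Chance alone would give 10%. When each library was left out in turn, 715 to 799 genes were called upregulated and 441 to 477 downregulated, and 482 upregulated and 297 downregulated genes were called in all of these fits. Testing each gene against a log2 fold change of 1 with glmTreat, the setting that moved the counts downward most in the count data, gave 148 and 117 genes. With no limit on the fold change, 3819 upregulated and 3798 downregulated genes had an adjusted p under 0.05, and the limits stated in the methods gave 1713 and 1254. When libraries were scaled by their size only, the median log2 fold change of all genes moved by 0.12, and 1017 upregulated and 323 downregulated genes were called, 75.9% of them upregulated. Of the 1617 genes in the paper's table of DEGs, 1215 passed the expression filter and 402 did not. Among them 723 were called upregulated and 456 downregulated here, 0 were called in the opposite direction, and 3 upregulated calls were absent from that table. Among called genes with an average of at least 3 log2 CPM and no overlap between the groups, the largest increases included those of COL5A1 (ENSG00000130635.15), HABP4 (ENSG00000130956.13), COL4A1 (ENSG00000187498.14) and TPM4 (ENSG00000167460.14), with log2 fold changes of 2.60, 2.45, 2.03 and 2.01. COL5A1 rose from 4.6 ± 0.261 CPM to 28.0 ± 0.885 CPM (SD, n = 3). HABP4 and TPM4 carry the 7mer TCGGAGA in their 3' UTRs, the match to the seed of the control siRNA's sense strand, and genes with it were higher in siDDX17 as a group. Apart from DDX17 itself, the largest decreases were those of TMEM158 (ENSG00000249992.1), CHMP6 (ENSG00000176108.9), ATP6V0E2 (ENSG00000171130.17) and BBIP1 (ENSG00000214413.7), with log2 fold changes of -2.48, -2.39, -2.37 and -2.09. CHMP6, ATP6V0E2 and BBIP1 carry the 7mer GTGCTGA in their 3' UTRs, and genes with it were lower in siDDX17 as a group. TMEM158, BBIP1 and HABP4 carry TATTGCT, the match to the DDX17 siRNA, and genes with it were lower by a smaller difference that, without adjustment for 3' UTR length and GC content, was not detectable without siCtrl 1. From the number of DEGs and their separation by group, the paper concludes that DDX17 regulated many genes.

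**Figure D2:**
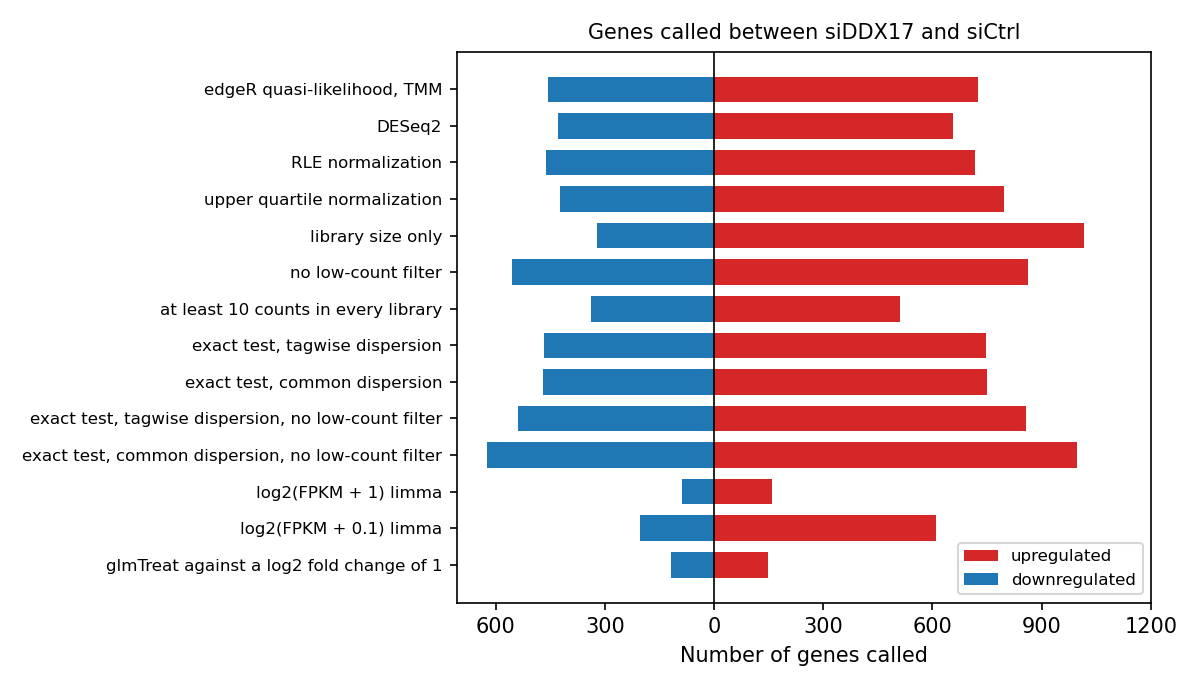
Number of genes called upregulated (red bars, to the right of 0) and downregulated (blue bars, to the left of 0) in siDDX17 against siCtrl, with a row for each way of testing the 6 libraries. The top bar stands for 726 and 456 genes, and the exact test with common dispersion and no low-count filter for 996 and 625.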

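Across the 15615 tested genes, the Pearson correlation of log2 CPM between libraries of the same group had a median of 0.994 and ranged from 0.991 to 0.995. Between a control and a knockdown library it had a median of 0.978 and ranged from 0.976 to 0.978, so each pair within a group was closer than each pair across groups. These correlations are across genes, which are not independent replicates. On the log2(FPKM + 1) scale the medians were 0.998 within and 0.985 between groups. The chi-square per gene between the counts of 2 libraries of a group, which would be about 1 if every read were an independent molecule, was above 1 for each pair. Copies of molecules also raise it, so it was used only to compare pairs. It was 5.51, 3.61 and 4.09 for the pairs of siDDX17 libraries and 5.96 for siCtrl 2 and 3, but 21.0 and 26.1 for siCtrl 1 against siCtrl 2 and 3.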

Heatmap analysis based on the expression patterns of the DEGs demonstrated clear separation between the DDX17 siRNA samples and control samples and high consistency among the three biological replicates (Fig. 2F). These results indicated that DDX17 markedly regulated the expression levels of many genes.

We performed GO analyses to further investigate the potential biological functions of these DEGs (Figs. 2G, 2H). 

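The GO annotation of the KOBAS server was not used here. In its place, 11 gene families were defined by their symbols before the counts were examined, though after some genes of the paper's table of DEGs, CHAC1, DDIT3 and MTHFD2 among them, had been seen, and the called genes in each were compared with all other tested genes by Fisher's exact test (two-sided), with Benjamini-Hochberg adjustment over 22 tests. Of 386 ZNF zinc finger genes, which stand for regulation of transcription, 60 (15.5%) were upregulated against 4.65% of all tested genes (odds ratio 4.02, adjusted p = 2.38e-15 from Fisher's exact test). By the same test 2 of them were downregulated, fewer than among the other genes (odds ratio 0.17, adjusted p = 0.00985). The 7mer TCGGAGA, matched to the control siRNA, lies upstream of the 3' UTR in 55 ZNF genes, of which 17 were upregulated, and is absent from 317, of which 40 were. Of 14 cAMP phosphodiesterase genes, 6 were upregulated (odds ratio 15.5, adjusted p = 0.000237). Of 39 histone genes, which stand for nucleosome assembly, 7 were downregulated (odds ratio 7.37, adjusted p = 0.000868). This last difference rested on genes with few reads and on siDDX17 1: with at least 10 counts required in every library 2 of 28 were downregulated (adjusted p = 0.259), and without siDDX17 1 this was 3 of 42 (adjusted p = 0.290). The remaining families did not pass the adjustment. For collagen genes, standing for extracellular matrix organization, 4 of 23 were upregulated (adjusted p = 0.0637). This family passed in several other settings, with 9 of 23 at the methods' thresholds (adjusted p = 0.00161) and 5 of 23 without siCtrl 1 (adjusted p = 0.0214) or without siDDX17 2 (adjusted p = 0.0136), and over all settings its adjusted p ranged from 0.000289 by fry to 0.435 on log2(FPKM + 1). Among downregulated genes, the count was 4 of 33 for the unfolded protein response (adjusted p = 0.0598), 6 of 70 for DNA repair (adjusted p = 0.0598) and 3 of 27 for cell cycle arrest (adjusted p = 0.105). The DNA repair genes passed with no fold limit (31 of 70, adjusted p = 0.000862), with no low-count filter (6 of 71, adjusted p = 0.0121) and by fry (adjusted p = 0.00431), and their adjusted p ranged up to 0.435 on log2(FPKM + 1). With no low-count filter the unfolded protein response genes (adjusted p = 0.0162) and the cell cycle arrest genes (adjusted p = 0.0412) passed as well, while over all settings their adjusted p ranged from 0.00388 to 1 and from 0.0353 to 1. Without siCtrl 1, in which the unfolded protein response genes were highest, 1 of the 33 was downregulated. Of the 27 cell cycle arrest genes, 1 was downregulated without siCtrl 1 (adjusted p = 0.833) and 4 without siCtrl 3 (adjusted p = 0.0353). Of 22 proapoptotic genes 1 was upregulated and 2 were downregulated, of 10 antiapoptotic genes 2 were downregulated (adjusted p = 0.0902), of 24 proliferation markers 2 were downregulated (adjusted p = 0.283), and of 79 cytosolic ribosomal protein genes 0 were called. The alternative that moved the number of family tests passed most upward was the omission of the fold limit, with 10 against 4. By camera, which allows for the correlation between genes, 0 of the 11 families passed the adjustment, with a lowest adjusted p of 0.208, and 2 had an unadjusted p under 0.05. By fry, which asks whether the genes of a family moved at all, 8 passed, among them the ZNF, phosphodiesterase and histone genes called above. Fry also passed the antiapoptotic genes (adjusted p = 0.00105) and the proliferation markers (adjusted p = 0.000701), both with the direction down. It passed the proapoptotic genes with the direction up (adjusted p = 0.0367), whereas camera gave them the direction down (adjusted p = 0.938). Thus none of the 4 calls held under camera, and the 3 families with these calls passed under fry.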

Functional enrichment analyses indicated that genes upregulated in the DDX17 knockdown group were enriched mainly in biological processes, including regulation of transcription (DNA-dependent), transcription (DNA-dependent), cAMP catabolic process, extracellular matrix organization, and regulation of cell growth, whereas downregulated genes were related primarily to nucleosome assembly, cell cycle arrest, DNA repair, endoplasmic reticulum unfolded protein process, and cell–cell signaling.

### DDX17 selectively regulates the expression of genes involved in the progression of cancer cells

C−X−C motif chemokine ligand 5 (CXCL5), C-C motif chemokine ligand 20 (CCL20), Growth differentiation factor 15 (GDF15), Stanniocalcin-2 (STC2) and RAD51 recombinase (RAD51) have been reported to play a role in promoting the proliferation, migration, and invasion of NSCLC cells (Wang et al., 2018b; Wang et al., 2016; Wang et al., 2018a; Na et al., 2015; Hu et al., 2019). 

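CXCL5 (ENSG00000163735.6, chromosome 4, 73995642 to 73998677) fell from 62.8 ± 12.3 CPM in the control group to 18.4 ± 0.852 CPM in the knockdown group (SD, n = 3), a log2 fold change of -1.77. GDF15 (ENSG00000130513.6, chromosome 19, 18374731 to 18389176) fell from 137 ± 25.3 to 39.21 ± 4.05 CPM, a log2 fold change of -1.80. The standard errors of these log2 fold changes were 0.112 and 0.115, and the larger of their adjusted p values was 5.41e-08 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCL20 (ENSG00000115009.11, chromosome 2, 227805739 to 227817564) was measured at low levels, 3.49, 1.75 and 1.79 CPM in siCtrl 1 to 3 and 0.415, 0.576 and 0.649 CPM in siDDX17 1 to 3. Its log2 fold change was -2.10 (standard error 0.309, adjusted p = 9.35e-05 from the same edgeR test) and -1.07 on the log2(FPKM + 1) scale. STC2 (ENSG00000113739.10, chromosome 5, 173314723 to 173328447) was at 356, 190 and 172 CPM in siCtrl 1 to 3 and at 111, 102 and 97.3 CPM in siDDX17 1 to 3. Its log2 fold change of -1.21 (standard error 0.199, adjusted p = 0.000236 from the same edgeR test) was -0.81 without siCtrl 1, inside the fold limit. Its 3' UTR carries TATTGCT, the seed match of the DDX17 siRNA. For each of these 4 genes, every knockdown library was below every control library.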

As shown in Fig. 3 and Fig. S2, RNA-seq indicated that the mRNA expression of these genes was significantly reduced in the DDX17 knockdown group compared with the control group. To confirm the reliability of the RNA-seq data, RT–qPCR was performed. 

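RT-qPCR sheets of the paper's supplementary data were held for 10 genes, each with 3 control and 3 knockdown samples of 3 PCR wells. The sheets do not say whether these samples are separate cultures. Their knockdown samples are not labelled with the siRNA name of the methods, so whether they received the same construct as the RNA-seq cultures is uncertain. For each gene, the log2 ratio of the sample means was set beside the log2 fold change from the counts. Across these 10 genes, Pearson's r was 0.894 (permutation test, two-sided, p = 0.00036, 0.00144 after Benjamini-Hochberg adjustment over 4 tests) and Spearman's rho 0.806 (permutation p = 0.00726, adjusted 0.00968). Without IGFBP3 and RHOB, the 2 genes farthest from the median RNA-seq fold change, r was 0.910 (exact permutation p = 0.00134, adjusted 0.00268) and rho 0.810 (exact permutation p = 0.0218, adjusted 0.0218). Genes are not independent replicates, and the study chose them after RNA-seq. Their RNA-seq log2 fold changes lie in a group from -2.10 (CCL20) to -1.21 (STC2) and a group from 1.07 (PERP) to 1.39 (RHOB). Both groups remain without IGFBP3 and RHOB, so r can be high from shared direction alone, and the omission does not test agreement in size. In 9 of the 10 genes both methods gave the same direction, and in 8 of these the RT-qPCR values of the groups did not overlap. The paper's RT-qPCR level in the knockdown samples was 20.4% of the control for CCL20, 46.6% for GDF15 and 73.8% for STC2. It was 351% for PERP, 344% for IGFBP4, 238% for RHOB and 221% for IGFBP3. TSG101 (ENSG00000074319.12), which is in the RT-qPCR sheets and not in the paper's text, went in opposite directions, at 117% of the control in the paper's RT-qPCR (1.06 ± 0.0733 against 0.906 ± 0.124, SD, n = 3, exact permutation p = 0.2) and with a log2 fold change of -1.27 in the counts (standard error 0.0679). Its 3' UTR carries the 7mer GTGCTGA, and genes with it were lower in siDDX17 as a group.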

The qPCR and RNA-seq results exhibited a high degree of concordance.

Similarly, the expression of tumor suppressor genes (*e.g.*, Ankyrin repeat domain 1 (ANKRD1); hexamethylene-bis-acetamide-inducible protein 1 (HEXIM1); insulin like growth factor binding protein 4 (IGFBP4); insulin like growth factor binding protein 3 (IGFBP3); ras homolog gene family, member B (RHOB); and P53 apoptosis effector related to PMP22 (PERP)) was significantly increased in the DDX17 knockdown group compared with the control group (Jiménez et al., 2017; Tan et al., 2016; Li et al., 2017b; Wang et al., 2017; Chen et al., 2016; Chen et al., 2011). These results suggested that DDX17 may regulate the apoptosis and proliferation of LUAD cells by altering the expression of these genes.

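The 6 genes rose in each knockdown library above each control library. ANKRD1 (ENSG00000148677.6, chromosome 10, 90912096 to 90921087) rose from 17.0 ± 3.26 to 48.8 ± 0.537 CPM (SD, n = 3), a log2 fold change of 1.52. HEXIM1 (ENSG00000186834.3, chromosome 17, 45148475 to 45152099) rose from 60.9 ± 1.04 to 130.9 ± 1.92 CPM, a log2 fold change of 1.11. IGFBP4 (ENSG00000141753.6, chromosome 17, 40443450 to 40457725) rose from 1987 ± 127 to 4385 ± 192 CPM, a log2 fold change of 1.14. IGFBP3 (ENSG00000146674.14, chromosome 7, 45912245 to 45921874) rose from 268 ± 8.37 to 682 ± 33.0 CPM, a log2 fold change of 1.35. RHOB (ENSG00000143878.9, chromosome 2, 20447074 to 20449440) rose from 88.6 ± 5.44 to 232 ± 7.03 CPM, a log2 fold change of 1.39. PERP (ENSG00000112378.11, chromosome 6, 138088505 to 138107419) rose from 113 ± 5.82 to 238 ± 6.54 CPM, a log2 fold change of 1.07. The largest adjusted p among the 6 was 1.03e-07, for ANKRD1, and the other settings left it at or under 0.000331 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and limma on the FPKM values). With each library left out in turn, the smallest of the 6 log2 fold changes, that of PERP, stayed between 1.038 and 1.103. From the lower proliferation genes and the higher tumor suppressor genes, the paper proposes that DDX17 acts on apoptosis and proliferation of LUAD cells through these genes.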

**Figure 3:**
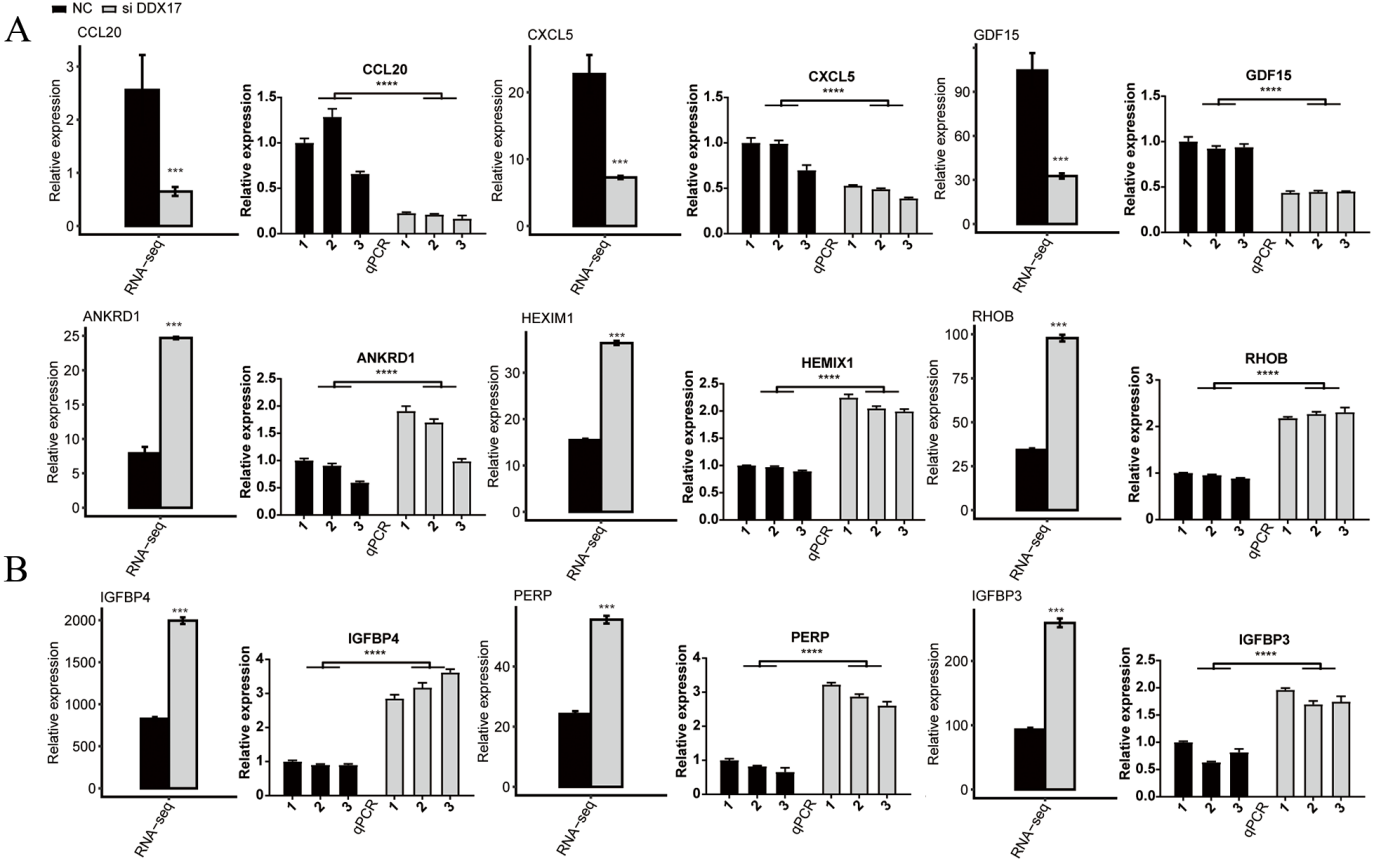
The mRNA expression levels of DDX17-regulated genes related to (A) cell proliferation, migration, invasion and (B) apoptosis from the RNA-seq data and RT–qPCR validation. The error bars indicate the means ± SEMs. ^∗∗∗^*p* < 0.001. ^∗∗∗∗^*p* < 0.0001.

### DDX17 selectively regulates AS of genes involved in cell proliferation, migration, invasion, and apoptosis

To investigate the impact of DDX17 knockdown on AS of genes in A549 cells, we evaluated splicing alterations in the RNA-seq data using the ABLas pipeline. A total of 2094 RASEs were detected (Fig. 4A). Among the nine types of ASEs, ES, A5SS, A3SS and CassetteExon were the main types detected. Hierarchical clustering of RASEs revealed obvious separation between the DDX17 siRNA samples and the control samples, with a high degree of consistency among the three biological replicates (Fig. 4B). To explore the possible association between the regulated alternatively spliced genes (RASGs) and DEGs, we examined the overlap between the two datasets (Fig. 4C). Both the expression level and AS of 71 genes were significantly affected by DDX17 knockdown.

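The expression side of this overlap was examined in the counts of the 6 libraries. The splicing tables held here are shortened, so no overlap was computed from them. Of the 71 genes in the paper's list, 66 passed the expression filter and 65 were called, 41 upregulated and 24 downregulated. The log2 fold changes of the 66 ran from -1.94 to 2.01, each in the direction that the paper's table gives. Adjusted over the list alone, 65 were called as well, but the study chose this list on the same libraries, so that count is not independent evidence. When each library was left out in turn, 58 to 63 were called. The setting that moved the number most was glmTreat, with 25 genes, and the exact test of edgeR with a common dispersion and no low-count filter called all 71.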

**Figure 4:**
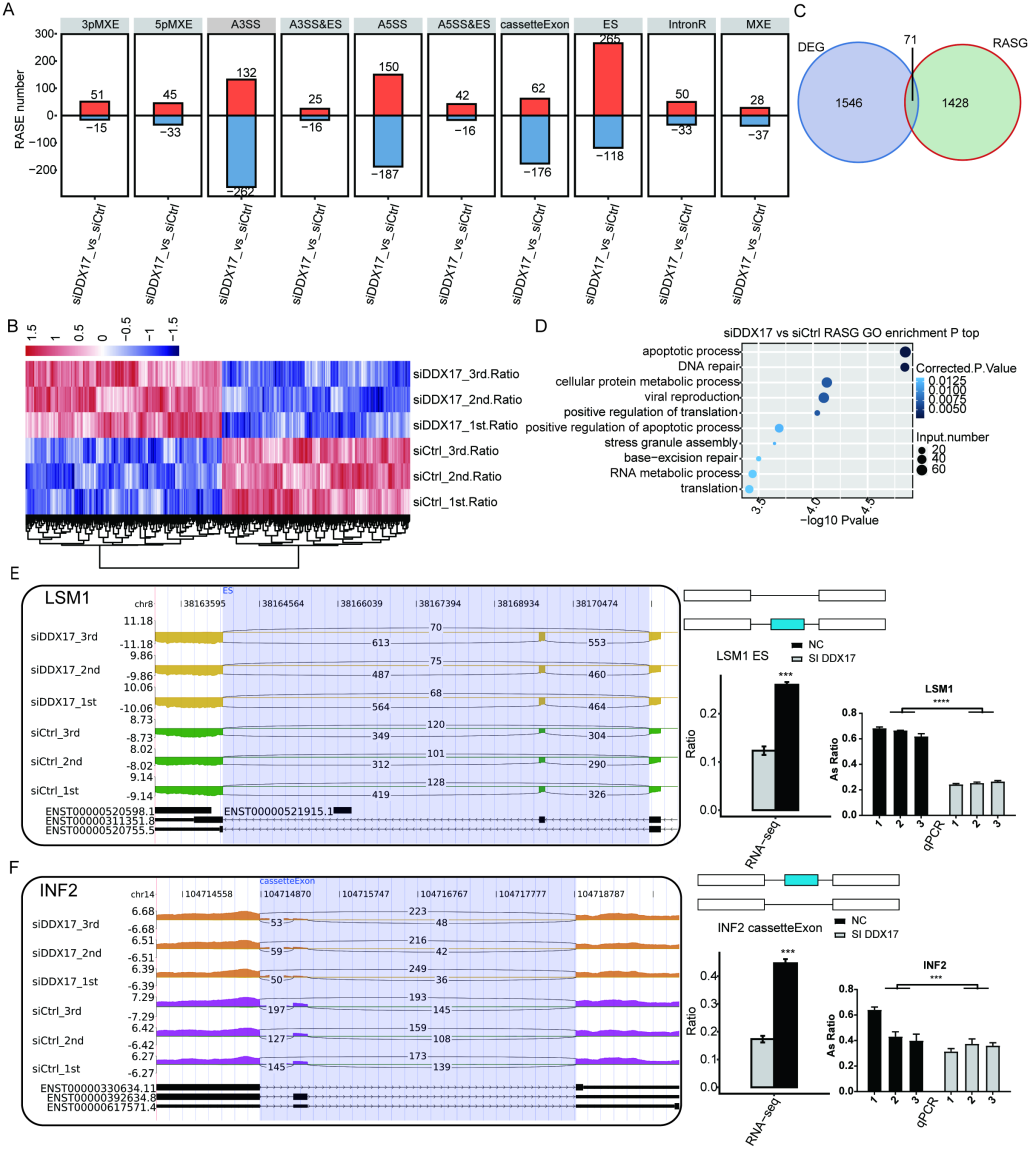
DDX17 regulates AS in A549 cells. (A) Frequency distribution of different types of DDX17-regulated ASEs. (B) Hierarchical clustering of RASGs in control and DDX17 knockdown samples. The FPKM values for each gene were log2-transformed and then median-centered. (C) Venn diagram showing the numbers of overlapping RASGs and DEGs. (D) Top 10 GO biological processes enriched with RASGs. (E–F) DDX17 regulates AS of LSM1 and INF2. The Integrated Genomics Viewer (IGV) sashimi plots show AS changes in DDX17 knockdown cells and control cells (left half of each plot), and the transcripts of the genes are shown below the sashimi plots. The schematic diagrams show the structures of the ASEs (upper-right half of each plot). The constitutive exon sequences are denoted by white boxes, the intron sequences by horizontal lines, and the alternative exons by blue boxes. RNA-seq quantification and RT–qPCR validation of ASEs are shown at lower-right half of each plot. The alteration ratio of ASEs in the RNA-seq data was calculated using the following formula: alternative splice junction reads/(alternative splice junction reads + model splice junction reads). Student’s t test was performed to compare DDX17 knockdown and control cells, with a *p* value of less than 0.05 considered to indicate significance. ^∗∗∗^*p* < 0.001. ^∗∗∗∗^*p* < 0.0001.

GO functional enrichment analysis showed that RASGs were enriched mainly in biological processes related to the terms apoptotic process, DNA repair, cellular protein metabolic process, viral reproduction, positive regulation of translation, and positive regulation of apoptotic process (Fig. 4D). Among these RASGs, the following have previously been reported to mediate the proliferation, migration, invasion, and apoptosis of cancer cells: Ribosomal protein S27a (RPS27A); LSM1 homolog, mRNA degradation associated (LSM1); legumain (LGMN); inverted formin 2 (INF2); LDL receptor related protein 5 (LRP5); and filamin A (FLNA) (Yu et al., 2021; Watson et al., 2008; Roslan et al., 2019; Zhang & Lin, 2021; Qian et al., 2018b; Qian et al., 2018a). Significantly fewer ES events in LSM1, CassetteExon events in INF2, CassetteExon events in LGMN and A3SS events in LRP5 were detected by RNA-seq in the DDX17 knockdown group than in the control group (Figs. 4E, 4F; Fig. S3). Conversely, significantly more A5SS events in RPS27A and CassetteExon events in FLNA were detected in the DDX17 knockdown group than in the control group. These results were confirmed by RT–PCR. In particular, these findings indicate that DDX17 can regulate both the AS and mRNA expression of LGMN.

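Alteration ratios were computed for each library from the junction reads of the paper's supplementary table, averaged over the junctions of an isoform, with the formula of Fig. 4. Intervals and tests cover 3 libraries per group, and the smallest p of an exact two-sided permutation test is 0.1, which each of these 4 events reached because the groups did not overlap. For the ES event in LSM1 (chromosome 8, skipping junction from 38163840 to 38171965), the ratio was 0.259 ± 0.00910 in siCtrl and 0.120 ± 0.0151 in siDDX17 (SD, n = 3), from 402 to 653 reads per library. For the cassette exon in INF2 (chromosome 14, 104715284 to 104715340), it was 0.449 ± 0.0225 in siCtrl and 0.174 ± 0.0231 in siDDX17, with 43 to 50.5 inclusion reads in the knockdown libraries and 117.5 to 171 in the control libraries. In LGMN (chromosome 14, 92704640 to 92704707), it was 0.931 ± 0.0327 in siCtrl and 0.796 ± 0.0366 in siDDX17. The 2 inclusion junctions of LGMN were covered unequally, by 143 to 687 and by 4 to 49 reads, so its ratio depends on how they are combined. For the A3SS event in LRP5 (chromosome 11, alternative junction from 68365702 to 68375231), it was 0.531 ± 0.0304 in siCtrl and 0.215 ± 0.0518 in siDDX17, from 46 to 84 reads per library. In siDDX17 2 the ratio was 0.274 (95% Wilson interval 0.190 to 0.378), and in siCtrl 1 it was 0.507 (0.393 to 0.620). These intervals cover counting error only. Summing the reads over junctions in place of averaging gave 0.149 and 0.0640 for LSM1, 0.619 and 0.296 for INF2, and 0.964 and 0.886 for LGMN in siCtrl and siDDX17, each in the same direction. In the gene counts, the log2 fold changes were 0.24 for LSM1, -0.18 for INF2 and 0.64 for LRP5, within the fold limit.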

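For the A5SS event in RPS27A (chromosome 2, alternative junction from 55232632 to 55232808), the ratio was 0.303 ± 0.0398 in siCtrl and 0.661 ± 0.0962 in siDDX17 (SD, n = 3). It rested on 22 to 49 reads per library, so the 95% Wilson intervals of siDDX17 1 (0.398 to 0.693) and siCtrl 3 (0.206 to 0.490) overlapped, although the ratios of the groups did not. For the cassette exon in FLNA (chromosome X, 154357251 to 154357274), the ratio was 0.638 ± 0.0203 in siCtrl and 0.778 ± 0.0118 in siDDX17, from 569.5 to 1052 reads per library, and 0.779 and 0.875 when reads were summed over junctions. For both events an exact two-sided permutation test gives p = 0.1, the smallest possible. The log2 fold change of the whole gene was -0.04 for RPS27A (standard error 0.0815, adjusted p = 0.740 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a sign that changed to 0.09 when libraries were scaled by their size only, and 0.20 for FLNA. Reads of RPS27A, a ribosomal protein gene, could be shared with processed pseudogenes.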

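In the gene counts, LGMN (ENSG00000100600.14, chromosome 14, 92703807 to 92748679) fell from 109 ± 2.19 CPM in siCtrl to 32.3 ± 1.70 CPM in siDDX17 (SD, n = 3), 70.3% lower. The log2 fold change was -1.75 (standard error 0.0593, adjusted p = 3.31e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -1.79 and -1.72 when each library was left out in turn. In the paper's RT-qPCR sheets, LGMN was at 0.996 ± 0.0254 in the control samples and 0.927 ± 0.0562 in the knockdown samples (SD, n = 3), 93.1% of the control. These groups overlapped (exact two-sided permutation test, p = 0.2). The 3' UTR of LGMN carries the 7mer GTGCTGA, and genes with this 7mer were lower in siDDX17 as a group. From the splicing ratios and the lower expression, the paper concludes that both the AS and the mRNA level of LGMN depend on DDX17.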

### DDX17 regulates the transcriptome in LUAD in the TCGA database

To further confirm the transcriptional activity of DDX17, we analyzed gene expression data from TCGA datasets (including 526 LUAD samples and 59 normal lung samples) by using the UCSC Xena platform (https://xena.ucsc.edu/). We selected 20 samples with the highest DDX17 expression (all of which are cancer tissues) and 20 samples with the lowest DDX17 expression (including 19 cancer tissues and 1 normal lung tissue) to assess the transcriptional regulation of DDX17. A total of 5,243 genes were differentially regulated, among which 4,218 were upregulated and 1,025 genes were downregulated (Fig. 5A). The DEGs were visualized in a heatmap, which showed clear separation between the two groups (Fig. 5B). 

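The A549 side of the comparison with LUAD tissue was examined in the counts of the 6 libraries, and the TCGA data were not analysed here. The paper's list for Fig. 5C holds 67 genes, of which 59 passed the expression filter and 57 were called downregulated in siDDX17. Each of the 59 had a lower level, with log2 fold changes from -2.60, that of DDX17, to -1.01 and a median of -1.18. Adjusted over the list alone, 58 were called, but the study chose the genes on these libraries, so that count is not independent evidence. When each library was left out in turn, 47 to 53 were called. On the log2(FPKM + 1) scale 11 were called, the lowest number of any setting, when libraries were scaled by their size only 35 were called, and the exact test of edgeR with a common dispersion and no low-count filter called all 67.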

The Venn diagram of the DEGs showed that 67 genes were upregulated in LUAD samples with high DDX17 expression compared to those with low DDX17 expression, whereas these genes were downregulated in A549 cells after DDX17 knockdown (Fig. 5C). Similarly, 23 genes were downregulated in LUAD samples with high DDX17 expression compared to those with low DDX17 expression, whereas these genes were upregulated in A549 cells after DDX17 knockdown (Fig. 5D). Among these 23 genes, apoptosis-related genes such as IGFBP4, IGFBP3 and PERP were upregulated in LUAD samples with low DDX17 expression compared to those with high DDX17 expression in the TCGA database (Fig. 5E).

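In the A549 counts, all 23 genes of the paper's list for Fig. 5D passed the expression filter and were called upregulated in siDDX17, with log2 fold changes from 1.01 to 2.01 and a median of 1.19. Adjusted over the list alone, 23 were called as well, with the same limit that the study chose the list on these libraries. When each library was left out in turn, 20 to 22 were called, and 9 were called when the test was made against a log2 fold change of 1 with glmTreat.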

**Figure 5:**
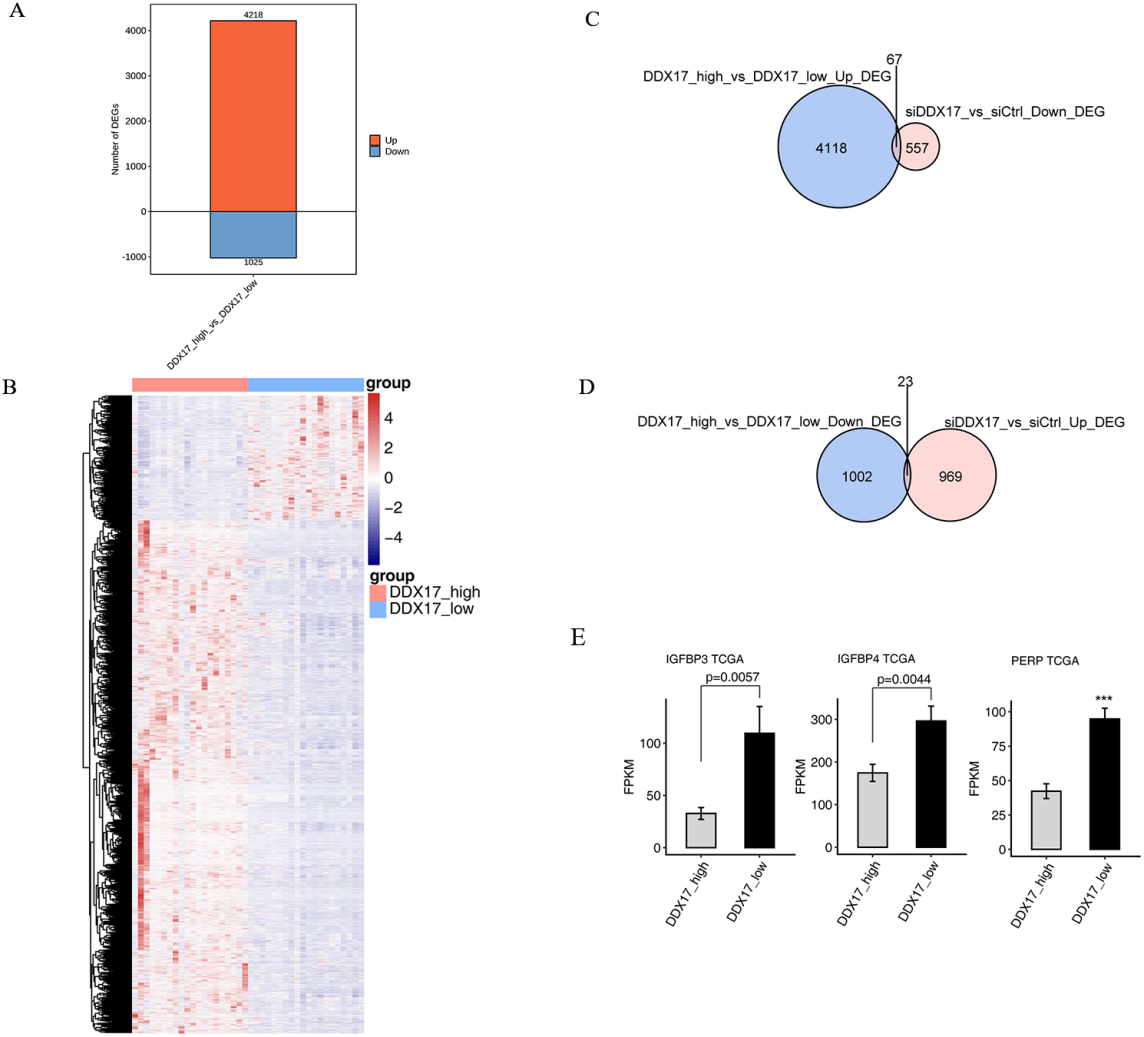
The DDX17 regulated transcriptome in LUAD of TCGA database. (A) Identification of DDX17 regulated genes. Up-regulated genes are labeled in red, whereas down-regulated are labeled in blue in the bar plot. (B) Hierarchical clustering of DEGs in high and low expression of DDX17 samples. FPKM values are log2-transformed and then median-centered by each gene. (C–D) Venn diagram showing the overlap genes number of up or down DEGs in LUAD and RNA-seq. (E) Genes expression of DDX17 regulated cell apoptosis genes from LUAD of TCGA database. ^∗∗∗^*p* < 0.001.

### DDX17 regulates AS of genes in LUAD in the TCGA database

Finally, to investigate whether DDX17 influences AS of genes in LUAD patients, we analyzed BED format splicing data (including 518 LUAD samples and 59 normal lung samples) from the GDC portal (Kahles et al., 2018). We selected 20 samples with the highest DDX17 expression and 20 samples with the lowest DDX17 expression to assess ASEs regulated by DDX17. Similar to the observations in A549 cells, A5SS, A3SS and CassetteExon were the main types of ASEs regulated by DDX17 in LUAD patients (Fig. 6A). By analyzing the overlap between the RASEs in the TCGA database and the RASEs in siDDX17 cells, we found significant overlap (175 genes) between the RASGs in the LUAD data and the RNA-seq data (Fig. 6B). GO functional enrichment analysis indicated that these genes were enriched mainly in biological processes related to the terms RNA splicing; mRNA processing; phosphorylation; positive regulation of transcription (DNA-templated); mRNA splicing, via spliceosome; and proliferation (Fig. 6C). Then, these overlapping genes were subjected to KEGG pathway enrichment analysis and were found to be enriched mainly in biological processes related to bacterial invasion of epithelial cells, focal adhesion, Epstein −Barr virus infection, the mRNA surveillance pathway, and the proteasome (Fig. 6D). Among the overlapping genes, significantly fewer A5SS events in LSM1, CassetteExon events in INF2, A5SS events in FLNA, A5SS events in RPS27A, and A3SS events in LGMN were detected by RNA-seq in LUAD samples with low DDX17 expression than in those with high DDX17 expression, whereas A3SS events in LRP5 were more prevalent in LUAD samples with high DDX17 expression (Fig. 6E).

**Figure 6:**
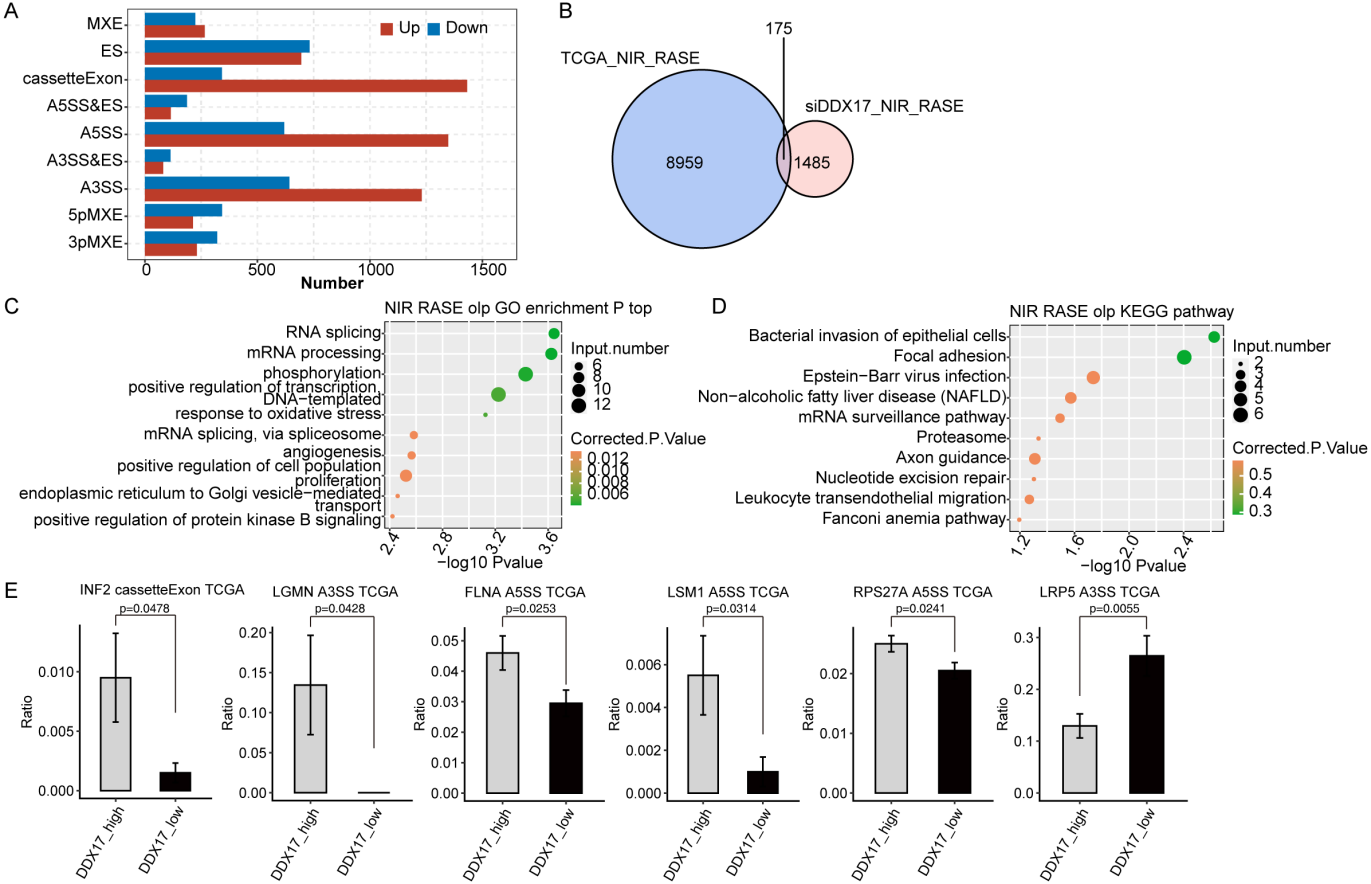
DDX17 regulates AS of genes in LUAD in the TCGA database. (A) Frequency distribution of different types of DDX17-regulated ASEs in samples with high and low DDX17 expression. (B) Venn diagram showing the numbers of overlapping RASGs in TCGA-LUAD data and RNA-seq data. (C) Top 10 GO biological processes enriched with the overlapping RASGs in TCGA-LUAD data and RNA-seq data. (D) The top 10 KEGG pathways of overlapping RASGs in TCGA-LUAD data and RNA-seq data. (E) DDX17 regulates AS of genes. The alteration ratio of ASEs in the RNA-seq data was calculated using the following formula: alternative splice junction reads/(alternative splice junction reads + model splice junction reads). Student’s *t* test was performed to compare LUAD samples with high and low expression of DDX17, with a p value of less than 0.05 considered to indicate significance.

## Discussion

The DEAD-box RNA helicases are the largest family of RNA helicases that play a significant role in all aspects of RNA metabolism, including the regulation of gene expression and AS (Sarkar & Ghosh, 2016; Linder & Jankowsky, 2011; Zhang & Li, 2021). DDX17, a DEAD-box ATPase, is highly expressed in many types of human cancers, where it participates in tumor initiation, progression, and metastasis (Wu, 2020; Xue et al., 2019; Shin et al., 2007; Luo et al., 2020). However, the role of DDX17 in LUAD is incompletely determined.

In this study, we showed that siRNA knockdown of DDX17 significantly inhibited proliferation and led to increased apoptosis in A549 cells. This oncogenic effect of DDX17 in LUAD is consistent with the results of studies on other cancer types (Xue et al., 2019; Shin et al., 2007; Wu et al., 2021).

We next examined DDX17-mediated transcriptional regulation in A549 cells and identified 1617 DEGs, namely, 992 upregulated DEGs and 625 downregulated DEGs. GO functional enrichment analysis indicated that the downregulated genes, such as CXCL5, CCL20 and RAD51, in the DDX17 knockdown group were enriched mainly in nucleosome assembly, cell cycle arrest, DNA repair, endoplasmic reticulum unfolded protein process, and cell–cell signaling.

CXCL5, a member of the CXC-type chemokine family, is overexpressed in many cancers and can promote tumor cell proliferation, migration and invasion (Li et al., 2011; Zhou et al., 2014; Mao et al., 2020; Zhao et al., 2017). In addition, high expression of CXCL5 was found to be associated with poor tumor differentiation and poor survival of NSCLC patients (Wang et al., 2018b). CCL20 can promote lung cancer cell proliferation and migration by activating the ERK and PI3K signaling pathways (Wang et al., 2016). RAD51 is an ATPase that is essential for the repair of DNA damage (Bonilla et al., 2020). High expression of RAD51 is an indicator of adverse prognosis in NSCLC patients (Qiao et al., 2005). In KRAS-mutant lung cancer cells, RAD51 may facilitate DNA damage repair and promote cell survival (Hu et al., 2019).

In contrast, the upregulated genes, such as IGFBP4, IGFBP3, and PERP, in the DDX17 knockdown group were enriched mainly in biological processes, including regulation of transcription (DNA-dependent), transcription (DNA-dependent), and regulation of cell growth. To further confirm transcriptional regulation by DDX17 in clinical samples, we compared 20 samples with the highest DDX17 expression with 20 samples with the lowest DDX17 expression in the TCGA-LUAD dataset. The expression of some overlapping genes was affected by DDX17 interference both in LUAD samples and in A549 cells. Among these overlapping genes, IGFBP4, IGFBP3 and PERP were significantly upregulated both in LUAD samples with low DDX17 expression and in DDX17 knockdown A549 cells.

PERP is a plasma membrane protein and a key mediator of p53-mediated apoptotic pathways (Ihrie et al., 2003). By inducing apoptosis and suppressing VEGF expression, PERP gene therapy was found to attenuate LUAD cell growth in a human lung cancer xenograft model (Chen et al., 2011). IGFBP3 and IGFBP4 are members of the insulin-like growth factor (IGF) binding protein family, whose members can bind to IGFs and regulate cell proliferation and apoptosis (Brahmkhatri, Prasanna & Atreya, 2015). IGFBP4 overexpression can inhibit tumor proliferation and induce apoptosis by increasing the expression level of the proapoptotic protein BAX and decreasing that of the antiapoptotic protein BCL2 in A549 lung cancer cells (Wei et al., 2021). IFGBP3 overexpression may induce lung cancer cell apoptosis and increase cisplatin sensitivity by suppressing IGF1 signaling (Wang et al., 2017). Further studies are warranted to explore whether DDX17 can regulate the survival of lung cancer cells by regulating the expression of these genes.

DDX17 is an important regulator of AS, and its deregulation is considered a hallmark of cancer and a potential therapeutic target (Hönig et al., 2002; Urbanski, Leclair & Anczuków, 2018). DDX17 and DDX5 may play a critical role in tumor cell migration by simultaneously regulating the transcriptional activity and AS of NFAT5 in HeLa cells (Germann et al., 2012). In addition, DDX17 regulates AS of PXN-AS1, leading to the production of a novel transcript that promotes HCC metastasis (Zhou et al., 2021).

In the present study, numerous DDX17-regulated ASEs were observed both in A549 cells and in LUAD patients in the TCGA dataset. GO functional enrichment analysis showed that the RASGs were enriched mainly in biological process terms related to apoptotic process, DNA repair, cellular protein metabolic process, viral reproduction, positive regulation of translation, and positive regulation of apoptotic process. These ASEs in LSM1, INF2, LGMN, LRP5, RPS27A, and FLNA were significantly affected by DDX17 in A549 cells, and this finding was confirmed in LUAD samples in TCGA datasets.

LGMN is highly expressed in various tumors and can promote tumor progression and invasion (Zhen et al., 2015). Inhibition of LGMN may be a potent strategy for cancer therapy (Zhao et al., 2021). Our findings showed that DDX17 knockdown significantly affected both the gene expression and AS of LGMN in A549 cells. However, the type of ASE (CassetteExon) in LGMN affected by DDX17 knockdown in A549 cells was inconsistent with the type (A3SS) identified in the TCGA-LUAD dataset.

INF2 is a member of the formin family of proteins, which regulate the polymerization of actin (Zhao et al., 2022). INF2 may induce apoptosis or act as an oncogene in different cancers (Qian et al., 2018b; Heuser et al., 2018; Jin et al., 2017b; Heuser et al., 2020). In the present study, knockdown of DDX17 significantly reduced CassetteExon events in INF2 in A549 cells, and this result was confirmed in the TCGA-LUAD dataset. Therefore, we hypothesized that DDX17 may promote LUAD cell proliferation by regulating AS of INF2. This hypothesis is currently being tested in our laboratory.

## Conclusions

DDX17 can regulate both AS and transcription in LUAD cells. DDX17 knockdown significantly inhibits proliferation and induces apoptosis in A549 cells. Furthermore, we showed that DDX17 can regulate the expression or AS of some cancer-related genes and speculated that INF2 may be a target gene of DDX17 in regulating AS in LUAD. Further studies are required to investigate whether DDX17-mediated signaling contributes to the tumorigenesis of LUAD.

##  Supplemental Information

10.7717/peerj.13895/supp-1 Supplemental Information 1 Data used in the RNASeq power analysis Click here for additional data file.

10.7717/peerj.13895/supp-2 Supplemental Information 2 Full-length blots presented in Fig. 2C The efficiency of DDX17 siRNA knockdown was measured by western blot. Uncropped original blots are shown. Click here for additional data file.

10.7717/peerj.13895/supp-3 Supplemental Information 3 The mRNA expression levels of RAD52 and STC2 in A549 cells transfected with either NT siRNA or DDX17 siRNA The error bars indicate the means ± SEMs. ^∗∗∗^*p* < 0.001. ^∗∗∗∗^*p* < 0.0001. 

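In the counts of the A549 libraries, RAD52 (ENSG00000002016.16, chromosome 12, 911736 to 990053) was at 3.99, 4.37 and 3.74 CPM in siCtrl 1, 2 and 3 and at 5.47, 4.77 and 4.93 CPM in siDDX17 1, 2 and 3. Its log2 fold change was 0.33 (standard error 0.123, adjusted p = 0.0380 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), an increase within the fold limit. This call did not hold under each setting: with a library left out the adjusted p reached 0.148, and under the other settings it ranged from 0.00599 to 0.0816. The 3' UTR of RAD52 carries TATTGCT, the seed match of the DDX17 siRNA.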

Click here for additional data file.

10.7717/peerj.13895/supp-4 Supplemental Information 4 DDX17 regulates the alternative splicing of LRP5, RPS27A, FLNA, and LGMN (A–D) IGV-sashimi plots show AS changes in DDX17 knockdown cells and control cells (left panel), and the transcripts for the gene are shown below. The schematic diagrams depict the structures of ASEs (right panel, top). The constitutive exon sequences are denoted with white boxes, intron sequences with horizontal line, while alternative exons with blue boxes. RNA-seq quantification and RT-qPCR validation of ASEs are shown at the bottom of the right panel. The altered ratio of AS events in RNA-seq was calculated using the formula: alternative splice junction reads/(alternative splice junction reads + model splice junction reads). Student’s *t* test was performed to compare DDX17-KD and control cells with significance set at a *P* value of less than 0.05. Click here for additional data file.

10.7717/peerj.13895/supp-5 Supplemental Information 5 Raw data for Figs. 2–6 Click here for additional data file.

10.7717/peerj.13895/supp-6 Supplemental Information 6 Raw cell proliferation and apoptosis data Click here for additional data file.

10.7717/peerj.13895/supp-7 Supplemental Information 7 Raw qPCR data Click here for additional data file.

# Supplementary material for: DDX17 modulates the expression and alternative splicing of genes involved in apoptosis and proliferation in lung adenocarcinoma cells
**Source:** PeerJ. 2022 Sep 21;10:e13895. doi: 10.7717/peerj.13895
**Supplement:** Supplemental Information 7

| RAD51-F | GGAGACAGGTCAGTAGTCACAA |
| --- | --- |
| RAD51-R | CAAGTCATTCCTAAGGCACCAT |
| TSG101-F | GGAAGACATCCAGGTCTATCAC |
| TSG101-R | CCACAGCTCCCTTATACAAACA |
| LGMN-F | CAGGTAACAGCGAGCAAGTC |
| LGMN-R | GGAGAGGTGGAGTGAGAAGTC |
| PERP-F | ACAAGAATGACCCTCCTAATGC |
| PERP-R | GTCCAAACCTGTTGCCATAGT |
| STC2-F | GAATCCTGCGTGTGACATCC |
| STC2-R | GGTGAGCGAGGTAGCAAGA |
| CCL20-F | AACCATGTGCTGTACCAAGAG |
| CCL20-R | GGATGAAGAATACGGTCTGTGT |
| GDF15-F | TCGCTCCAGACCTATGATGAC |
| GDF15-R | GCTGTTTGGGCAGGAATCG |
| IGFBP4-F | GGAAGACTTGAAGCACAGAGG |
| IGFBP4-R | GCGAGCCACTGGAAGGATA |
| RHOB-F | TGTGCCTGTCCTAGAAGTGAA |
| RHOB-R | ACAAGTGTGGTCAGAATGCTAC |
| IGFBP3-F | CCAGCAAGCCATTCCTCCT |
| IGFBP3-R | AGAGTCAGCCTCCACATTCAG |
| ANKRD1-F | TGCCTTCCCTTGCTTCATTC |
| ANKRD1-R | TACTGCCACGCTACTGATATTC |
| CXCL5-F | ACCCAGGTTCTACTCTGTGAAA |
| CXCL5-R | AACAAGGAGAAGTTGTCCAAGG |
| HEXIM1-F | CAAGAAGAAGCGGCATTGGAA |
| HEXIM1-R | GAGGAACTGCGTGGTGTTATAG |
| INF2-M/AS-F | ACAAGTCCTTCTCCGAGGATGC |
| INF2-AS-R | AGGGGGAACCTCTTCCTGGCT |
| INF2-M-R | GGCCTGAGGCCTTCCTGGCT |
| LSM1-M/AS-F | TCTGCTGTTCCACCCTTTGT |
| LSM1-AS-R | GATCAATTTGGACTTGGAAA |
| LSM1-M-R | AGGAGAAATAGACTTGGAAA |
| LRP5-M/AS-F | CTCCCACCTGTGCCTGCTGT |
| LRP5-AS-R | GCACACGGAACTGCCTTACA |
| LRP5-M-R | CTCCTCGGCTCCTGCCTTACA |
| FLNA-M/AS-F | ACATCCACCTCTGAGCCATCA |
| FLNA-AS-R | TCACGGGCTAGGTGCTGGCAT |
| FLNA-M-R | ACTGTCACAGGTGCTGGCAT |
| LGMN-M/AS-F | CAGGAGGCAGCTCTTCAGTA |
| LGMN-AS-R | CGCTTCACAGGATAAAATTG |
| LGMN-M-R | GCATCTGGATGATAAAATTG |
| RPS27A-M-F | GCTTCTGGAAGTGGAGCCGC |
| RPS27A-AS-F | TCGCCTAAGGGGTGGAGCCGC |
| RPS27A-M/AS-R | GTCTTCCCCGTAAGGGTTTT |

How the deposited data were processed for this re-analysis (not part of the article)

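Gene expression was measured by stranded RNA-seq of polyadenylated RNA in A549 cells, an established lung adenocarcinoma line, with 3 libraries from cells given the nontargeting siRNA (siCtrl) and 3 from cells given the DDX17 siRNA (siDDX17). The sample labels and the paper give the same groups and replicate numbers. The authors trimmed the reads, mapped them to GRCh38 with TopHat2, kept the uniquely mapped reads, and deposited the raw counts of reads per gene, 1 column for each library. They also deposited FPKM values, which they had normalized for gene length and library size and rounded. The paper's text does not name the counting program, the annotation version or the use of strand, so the counts of overlapping, antisense and near-identical genes are uncertain. The count table lists 29476 genes and the FPKM table 29242 of them, and the 234 genes without FPKM entered only the tests on counts.

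From the counts, edgeR 4.0.16 in R 4.3.3 was used with TMM scaling, its expression filter (15615 genes kept), glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over the tested genes. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 1. These limits were taken from the paper's table of DEGs, and the limits of the methods (p under 0.01, fold change of 1.5) were applied beside them. Removing genes with few reads lowers the number of calls, and scaling decides which genes count as higher or lower, so both were varied. The alternatives set before the data were examined were DESeq2 1.42.0, RLE and upper quartile scaling, library size only, no low-count filter, at least 10 counts in every library, the exact test of edgeR with tagwise or common dispersion with and without the filter, the replicate number as a block, limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1), no fold limit, glmTreat against a log2 fold change of 1, and each library left out in turn.

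The rule for the named genes was fixed before the counts were examined. It takes every gene the paper names for the A549 RNA-seq, the paralog DDX5, and the 5 upregulated and 5 downregulated genes with the largest fold changes among called genes with an average of at least 3 log2 CPM and no overlap between the groups. DDX17 itself is 1 of these downregulated genes. Some of the named genes are not reported here. The 11 gene families stand in for GO terms, since the annotation of the KOBAS server was not used here. The families were fixed at the same time, after some genes of the paper's table of DEGs had been seen, and were tested with Fisher's exact test over 22 tests, with camera and fry on log2 CPM as alternatives. Principal components and correlations were computed from log2 CPM with a prior count of 2. Power was computed with the formula of RNASeqPower.

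RT-qPCR values and junction reads came from the paper's supplementary data and are the paper's measurements. Correlations over 10 genes used permutation tests of 100000 resamples, and comparisons of 3 values with 3 used exact permutation tests, for which the smallest p is 0.1. Intervals on shares of junction reads are 95% Wilson intervals and cover counting error only. The lists of 71, 67 and 23 genes were read from the same supplementary data. TCGA samples, the proliferation and apoptosis assays and the western blots were not analysed here, and the splicing tables were held in shortened form, so splicing events other than the 6 named were not analysed here.

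Locations, exons and 3' UTRs are those of GENCODE release 44 on GRCh38, matched by gene identifier for 98.9% of the tested genes. The siRNA sequences were matched to the genome and transcripts, and the 7-base matches to bases 2 to 8 of each strand were counted in the 3' UTRs, of at least 30 bases, of the canonical transcripts (12987 genes). Differences in mean log2 fold change between genes with and without a 7mer were tested with 100000 permutations, before and after regression on 3' UTR length and GC content, and 15946 7mers present in at least 100 genes were ranked. Random lists of genes matched on expression, or on length and GC content, were drawn 10000 times. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.

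The count totals were between 30658136 and 39182371 reads per library. At the median depth of the tested genes, 420.8 reads, a fold change of 1.5 had a power of 0.9998, whereas at the 5th percentile, 13.7 reads, it had a power of 0.424. The gene tests were tested on simulated counts of 15615 genes with 200 changed genes, of which the quasi-likelihood test called 194 (97%), along with 2 unchanged genes. The planted changes all lay beyond the log2 fold limit of 1, equally often up and down, so calls near that limit were not tested. Nor was scaling with many changed genes, as in the data, where 7617 had an adjusted p under 0.05 by the quasi-likelihood test. The ranking of 7mers was tested on 6000 simulated genes, of which 605 held a planted 7mer that came out at rank 1. The planted decrease was larger than the difference for TATTGCT (-0.0381), so an effect of that size was not tested.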

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

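The tests in this part were chosen after the results were seen. Each result comes from genes that the paper does not discuss as a group, and each is a hypothesis found and tested on the same 6 libraries.

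Genes with the 7mer GTGCTGA in the 3' UTR (1678 of 12987 genes) had a mean log2 fold change of -0.108 against 0.050 in the other genes, a difference of -0.158 (permutation p = 1e-05, the smallest the permutations can give). It was between -0.164 and -0.149 when each library was left out in turn. Of 331 downregulated genes with a 3' UTR 114 (34.4%) carried it, against 62 of 543 upregulated genes (11.4%) and 12.9% of all tested genes. Several values argue against technical explanations. After regression on 3' UTR length and GC content the difference was -0.196. Of 240 7mers with the same bases it had rank 1 from the lowest, with a standardized mean of -13.15 where the others lay between -5.81 and 2.30. It was the lowest 7mer on the odd-numbered chromosomes and, on the remaining chromosomes, which had not been used to find it, it was the lowest again with a standardized mean of -9.0. Its complement lies in 0 of the 4 strands of the listed siRNAs, which excludes their seeds, and it is present in 0 of the 10 DDX17 transcripts, which argues against the antisense strand of some further siRNA matched to DDX17. A candidate explanation that stays open is pairing with the seed of a small RNA more active in siDDX17 cells. Sites of 8 bases had a mean residual of -0.31 and the 7mer sites ending at base 8 of the small RNA -0.119. The 7mer sites with the opposite A had -0.0443 and 6-base sites 0.0235 (standard error 0.011). Genes with the 7mer only upstream of the 3' UTR had 0.00246 (standard error 0.0135). Genes with none of these had 0.0499 (standard error 0.00655), so the 6-base and upstream classes also lay below genes without a site. The origin of such an RNA, in the siRNA preparation or in the cells as a consequence of DDX17 loss, was not tested. The methods list 1 siRNA against DDX17, but a figure legend of the paper speaks of a knockdown plasmid, so the use of another construct is uncertain. LGMN, TSG101, CHMP6, ATP6V0E2 and BBIP1 carry this 7mer, so their lower levels may have this origin in part.

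Genes with TCGGAGA in the 3' UTR (277 genes) had a mean log2 fold change of 0.347 against 0.0227 in the others, a difference of 0.324 (permutation p = 1e-05, the smallest the permutations can give). With each library left out in turn it was between 0.314 and 0.335. Of all 15946 7mers it was the highest, and it had rank 2 on the odd-numbered and rank 2 on the remaining chromosomes. Among 543 upregulated genes 48 (8.84%) carried it, against 4 of 331 downregulated genes and 2.13% of tested genes. It is the match to the seed of the control siRNA's sense strand. Regression on 3' UTR length and GC content left a difference of 0.291, and the highest standardized mean of the other 7mers of the same composition was 5.77 against 8.90, so neither accounts for all of it. Membership of the ZNF family does not account for it either, since outside that family the difference was 0.303. Within the strand, the standardized mean was 7.78 for the match to bases 1 to 7 and 2.74 for that to bases 3 to 9, which share most of the seed, and at most 1.54 for the measured 7mers that start at base 4 or later. The mean residual was 0.366 at sites of 8 bases, 0.253 and 0.182 at the 7mer sites and 0.108 at 6-base sites. These values are in line with a technical explanation, in which the sense strand of the control siRNA lowered its matched genes in siCtrl cells and so made them appear upregulated in siDDX17. Genes with the 7mer only upstream of the 3' UTR had a mean residual of 0.193, as high as the weaker 3' UTR sites, so the position within the transcript was not decisive. Among ZNF genes, the 55 with the 7mer only upstream had a mean residual of 0.594 and the 317 without it 0.256, so this explanation may cover part of the ZNF increase and leaves the rest open. No untransfected library, or one with another control siRNA, was analysed here, so the effect of the control siRNA was not tested apart from that of DDX17 knockdown.

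All 13 protein-coding mitochondrial genes were lower in siDDX17, with a median log2 fold change of -0.574 (from -1.55 to -0.20). The lowest, MT-ND6, rests on siCtrl 1, which had 450 CPM against 106 and 121 CPM in siCtrl 2 and 3, and without that library it was -0.57 and the lowest was -0.63, for MT-ATP6. These genes had an adjusted p under 0.05 in 13 by edgeR's quasi-likelihood test, and no overlap between the groups in 12 (10% by chance). Mitochondrial genes took 12.9% to 14.1% of the reads in siCtrl and 10.2% to 10.8% in siDDX17. With each library left out in turn the median was between -0.626 and -0.543. Scaling by library size only, which moved the median of all genes by 0.12, left it at -0.453, so the scaling between libraries does not account for it. Of 10000 random lists drawn from the 200 genes nearest in expression, 0 had a median as low (the lowest was -0.438). The highest of the mitochondrial genes, MT-CO1, averaged 14.4 log2 CPM, where too few genes lie for a match of equal level. These lists therefore cannot exclude expression level. The ribosomal RNAs MT-RNR2 and MT-RNR1, which were measured at log2 fold changes of -0.25 and -0.39 in a library of polyadenylated RNA, moved the same way. A lower mitochondrial mRNA level after DDX17 knockdown may be biological. Differences in cell number, cell stress or RNA isolation between the groups stay open and were not tested, as does an effect of either siRNA.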

How the results depend on the processing

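Unless stated, the alternatives were set before the data were examined. Over the 15 leading results, 232 of 271 values kept their direction and side of the threshold or stayed within 1.5 times, 37 moved and 2 were weaker. Of 551 values for named genes 521 held, 21 were weaker, 2 stronger and 7 reversed. Of 192 for gene families 142 held, 18 were weaker, 24 stronger and 8 reversed. Of 42 for splicing events 38 held and 4 moved, and of 80 for the other 7mers 77 held. The cause of these changes was not tested, except where fewer genes or libraries, or a stricter test, make the change by construction.

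DDX17 had a log2 fold change between -2.61 and -2.30 under every alternative and between -2.66 and -2.54 with each library left out. Against 726 upregulated and 456 downregulated genes, limma on log2(FPKM + 1) called 160 and 88, limma on log2(FPKM + 0.1) called 203 downregulated genes, glmTreat, which tests against the fold limit, called 148 and 117, and no fold limit gave 3819 and 3798. The 1713 upregulated genes at the methods' thresholds became 904 on log2(FPKM + 1). The 1254 downregulated genes at the methods' thresholds became 381 on log2(FPKM + 1), 704 on log2(FPKM + 0.1) and 811 with library size only. The replicate block called 724 upregulated and 444 downregulated genes. The replicate numbers do not pair the samples, since deviations of same-numbered libraries correlated at 0.00698, 0.0407 and -0.0564. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real split, gave as many called genes (1182). The real split had 8585 genes at an unadjusted p under 0.05, and the other splits called 0 genes, with 76 to 353 at an unadjusted p under 0.05. The share of splits is at its lowest possible value, 1 in 10, so it cannot pass 0.05 in this design.

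The log2 fold change of RPS27A (-0.04) changed sign to 0.0898 with library size only, to 0.1007 on log2(FPKM + 1) and on log2(FPKM + 0.1), and ranged from -0.147 to 0.0265 with each library left out, the highest without siCtrl 2. The log2 fold change of DDX5 (-0.11) changed sign to 0.0138 with library size only, 0.0186 on log2(FPKM + 1) and 0.0187 on log2(FPKM + 0.1). With all 6 libraries, a difference between the groups was detected for neither gene. The lowest adjusted p over the alternative edgeR, DESeq2 and limma tests was 0.291 for RPS27A and 0.129 for DDX5. This statement does not cover the fits with a library left out.

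The first principal component held 68.5% of the variance, and 78.8% on log2(FPKM + 1), 56.2% when scaled, 78.5% over the 500 most variable genes, 42.7% with no low-count filter, and 66.7% to 71.7% with each library left out. The median correlation within groups, 0.994, was 0.9978 on log2(FPKM + 1) and 0.9922 with no low-count filter. The biological coefficient of variation, 0.0754, ranged from 0.0472 without siCtrl 1 to 0.0850.

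Of 22 gene family tests 4 passed. The number was 8 with library size only, 9 with no low-count filter, 9 with the exact test with tagwise dispersion and no filter, 8 with common dispersion and no filter, 0 on log2(FPKM + 1), 1 on log2(FPKM + 0.1), 10 with no fold limit, 1 with glmTreat, 9 at the limits of the methods, and 3 to 5 with each library left out. Of 11 families 0 passed by camera (2 at an unadjusted p under 0.05) and 8 by fry. The odds ratio of downregulated unfolded protein response genes fell below 1, with an adjusted p of 1 from Fisher's exact test, on log2(FPKM + 1), on log2(FPKM + 0.1) and with glmTreat, as it did for cell cycle arrest genes, with an adjusted p of 1 in these 3 settings. For the latter camera and fry gave the direction up with adjusted p values of 0.9603 and 0.6104.

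Of the 71 genes changed in expression and splicing, 65 were called, 27 on log2(FPKM + 1) and 25 with glmTreat. Of the 67-gene list 57 were called, 35 with library size only, 11 on log2(FPKM + 1), 24 on log2(FPKM + 0.1) and 15 with glmTreat. Of the 23-gene list 23 were called, and 9 with glmTreat. With each library left out these were 58 to 63, 47 to 53 and 20 to 22. The agreement of RT-qPCR and RNA-seq fold changes, as Pearson's r with the paper's RT-qPCR values, stayed between 0.824 and 0.896 and with each library left out between 0.859 and 0.906.

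The seed match fold change, the mean difference of genes with the match TATTGCT to the DDX17 siRNA from the others, was -0.0381 and lay between -0.0532 and -0.0089 with each library left out. Without siCtrl 1 it was -0.0089 (permutation p = 0.509) and without siDDX17 2 -0.0241 (permutation p = 0.0722), so the unadjusted difference depends on single libraries. After regression on 3' UTR length and GC content, chosen after seeing the data, it was -0.0798 (permutation p = 1e-05, the smallest possible) and between -0.0821 and -0.0761 with each library left out.

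The depth limits genes with few reads. At 13.7 reads per library, the 5th percentile, a fold change of 1.5 had a power of 0.424, and LRP5 and RPS27A ratios rest on 46 to 84 and 22 to 49 junction reads.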

Differences from the paper's values

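The share of variance on the first principal component was 68.55% against the paper's about 41 in Fig. 2D, read by eye, and on the second 11.96% against the paper's about 18 in Fig. 2D, read by eye. Of the alternatives set before the data were examined, scaling to unit variance (56.2%) and no low-count filter (42.7%) brought the first component within 1.5 times the paper's value, and the same settings gave 18.4% and 16.8% on the second. The settings log2(FPKM + 1) (78.8% and 10.3%) and 500 most variable genes (78.5% and 8.47%) did not, nor did any fit without 1 library for the first component (66.7% to 71.7%). For the second component the fits without 1 library came within 1.5 times, apart from that without siCtrl 1 (11.3%).

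The numbers of called genes, 726 and 456, were within 1.5 times the paper's 992 and 625. The exact test of edgeR with a common dispersion and no low-count filter gave 996 and 625, and called 71 of the paper's 71 genes and 67 of its 67 genes, where the quasi-likelihood test called 65 and 57. It is the setting under which these values fall at the paper's.

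TSG101 rose in the paper's RT-qPCR sheets (117% of the control) and fell in the counts with a log2 fold change of -1.27. The paper describes its RT-qPCR and RNA-seq results as highly concordant, in a passage on genes that its text names. The paper's text does not name TSG101, which is in the RT-qPCR sheets and the table of DEGs. LGMN fell in both, but in the RT-qPCR sheets its groups overlapped (93.1% of the control, exact permutation p = 0.2). The legend of Fig. S2 names RAD52 with a significant difference. In the counts RAD52 rose by a log2 fold change of 0.33, within the fold limit.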

Other observations

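The tests of the unfolded protein response genes were chosen after the result was seen. The test of the DDX17 siRNA's seed match was set before the data were examined, and those of the other strands were added later.

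The 33 unfolded protein response genes fell from siCtrl 1 to siCtrl 3, with a median log2 ratio of 0.749 (28 of 33 higher in siCtrl 1). Between siCtrl 1 and siCtrl 2 it was 0.604 (31 of 33), and between siCtrl 2 and siCtrl 3 0.180 (27 of 33). Between siDDX17 libraries it was between -0.0203 and 0.0192. CHAC1 had 71.9, 29.3 and 3.52 CPM in siCtrl 1, 2 and 3 and 5.32 to 6.06 CPM in siDDX17, and DDIT3 had 123.5, 44.7 and 6.70 CPM in siCtrl and 13.5 to 16.6 CPM in siDDX17. Of 10000 random lists 0 had a median as high between siCtrl 1 and siCtrl 3. The highest was 0.1003 among lists matched on expression and 0.1426 among lists matched on length and GC content, which argues against depth, expression level, length and GC content as the cause. A difference in stress between the control cultures could not be tested, since the labels give no batch or culture condition for them, and no biological explanation was tested. The 4 downregulated genes of this family were CHAC1, DDIT3, HERPUD1 and ERN1. Without siCtrl 1, their log2 fold changes were -1.504, -0.72, -0.59 and -0.78, and 1 of the 33 genes was downregulated.

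Genes matched to the seeds of the listed siRNAs differed from the others by unequal amounts. For TATTGCT, matched to the antisense strand of the DDX17 siRNA (1882 genes), the mean log2 fold change differed from that of the other genes by -0.0381 (permutation p = 0.0045, 0.00563 after Benjamini-Hochberg adjustment over 5 tests), and it had rank 6 from the lowest of all 7mers after regression on 3' UTR length and GC content. For ATGGGTG, matched to its sense strand (1367 genes), the difference was -0.0185 (permutation p = 0.226), and -0.0573 after that regression (permutation p = 2e-04), with rank 28 from the lowest. For TGTCACG, matched to the antisense strand of the control siRNA (399 genes), it was 0.0843 (permutation p = 0.00197), and 0.0523 after that regression (permutation p = 0.0533). Genes with GTGCTGA and without TATTGCT (1256 genes) differed from the others by -0.207 after that regression, so the former does not rest on the latter.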
